# Transcriptomic analyses reveal proinflammatory activation of human brain microvascular endothelial cells by aging-associated peptide medin and reversal by nanoliposomes

**DOI:** 10.1038/s41598-023-45959-7

**Published:** 2023-11-01

**Authors:** Yining Zhang, Nina Karamanova, Kaleb T. Morrow, Jillian Madine, Seth Truran, Maria Lozoya, Volkmar Weissig, Ming Li, Mehdi Nikkhah, Jin G. Park, Raymond Q. Migrino

**Keywords:** Cerebrovascular disorders, Alzheimer's disease, Vascular diseases, Ageing

## Abstract

Medin is a common vascular amyloidogenic peptide recently implicated in Alzheimer’s disease (AD) and vascular dementia and its pathology remains unknown. We aim to identify changes in transcriptomic profiles and pathways in human brain microvascular endothelial cells (HBMVECs) exposed to medin, compare that to exposure to β-amyloid (Aβ) and evaluate protection by monosialoganglioside-containing nanoliposomes (NL). HBMVECs were exposed for 20 h to medin (5 µM) without or with Aβ(1-42) (2 µM) or NL (300 µg/mL), and RNA-seq with signaling pathway analyses were performed. Separately, reverse transcription polymerase chain reaction of select identified genes was done in HBMVECs treated with medin (5 µM) without or with NFκB inhibitor RO106-9920 (10 µM) or NL (300 µg/mL). Medin caused upregulation of pro-inflammatory genes that was not aggravated by Aβ42 co-treatment but reversed by NL. Pathway analysis on differentially expressed genes revealed multiple pro-inflammatory signaling pathways, such as the tumor necrosis factor (TNF) and the nuclear factor-κB (NFkB) signaling pathways, were affected specifically by medin treatment. RO106-9920 and NL reduced medin-induced pro-inflammatory activation. Medin induced endothelial cell pro-inflammatory signaling in part via NFκB that was reversed by NL. This could have potential implications in the pathogenesis and treatment of vascular aging, AD and vascular dementia.

## Introduction

Medin is a 50-amino acid peptide formed from the cleavage of parent protein milk fat globule-EGF factor 8 (MFGE8) and is the peptide component of one of the most common human amyloidoses^1,2^. Medin accumulates in multiple arterial beds with aging, including the cerebral arteries and brain parenchymal arteries^3,4^. Cerebral arterial medin burden is associated with Alzheimer’s disease (AD) and vascular dementia in elderly brain donors and levels correlate with plaque density score, neurofibrillary tangle and cerebral white matter lesions^3^. Preclinical investigation shows that genetic deletion of medin-containing C2 domain of Mfge8 resulted in preservation of cerebrovascular function in aging C57BL/6 mice^5^. Recently it was shown in several transgenic AD mouse models that genetic deletion of the C2 domain of Mfge8 resulted in reduced cerebral amyloid angiopathy and that medin enhances the aggregation of β-amyloid (Aβ) while colocalizing with Aβ plaques^6^. These findings suggest a prominent role of medin in mediating or modulating vascular aging and pathologies resulting from it^6^. The mechanisms underlying medin pathology remain poorly understood. In human cerebral arterial tissue ex vivo and cellular in vitro experiments, physiologic concentrations of recombinant medin resulted in endothelial and smooth muscle dysfunction induced by oxidative and nitrative stress^7,8^. Medin was also found to induce endothelial pro-inflammatory activation that is mediated, at least in part, through the receptor for advanced glycation end-products and nuclear factor kappa B (NFκB)^8,9^ and that this could trigger astrocyte pro-inflammatory activation in paracrine fashion^9^. Among brain cell types, endothelial cells and astrocytes showed the greatest *Mfge8* gene expression^10^ and endothelial dysfunction was shown to be one of medin’s pathophysiologic effects^8,9^. Somatosensory cortex vasodilation following hindlimb stimulation, an endothelium-dependent neurovascular coupling response^11^ that is impaired with aging, improved in aged C57BL/6 mice with genetic deletion of medin-containing C2 domain of *Mfge8* compared to wild type controls^5^. These suggest the importance of studying medin pathophysiology on endothelial cells.

Nanoliposomes are artificial phospholipid vesicles < 100 nm in size considered to be of therapeutic value because they are nonimmunogenic, fully biodegradable, structurally versatile and with good safety profile^12^. We developed and showed that monosialoganglioside-containing nanoliposomes (NL, composed of 70% phosphatidylcholine, 25% cholesterol and 5% monosialoganglioside) reversed amyloid light chain- and medin-induced endothelial dysfunction and medin-induced endothelial cell pro-inflammatory activation in part by triggering nuclear factor erythroid 2-related factor 2 (Nrf2)-dependent antioxidant stress response and preventing NFκB activation^4,9^. To gain insights on molecular basis of pathological action of medin on endothelial dysfunction, we performed an unbiased RNA-Seq-based transcriptomic profiling on human brain microvascular endothelial cells (HBMVECs) treated with various combinations of medin, Aβ(1-42), and NL. Differential expression and pathway enrichment analyses were then performed between the treatment conditions, and the key identified genes were validated by RT-PCR.

## Results

### Global transcriptional changes induced by medin, Aβ, and NL in HBMVECs

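RNA-seq data of primary human brain microvascular endothelial cells (HBMVECs), the endothelial cells of the small vessels of the brain, comprised 21 libraries, 3 for each of 7 groups. The groups were vehicle (Vehicle), medin (Medin), scrambled medin (scrMedin, a control peptide that the authors predicted to lack amyloidogenic sites), Aβ(1-42) (Aβ), monosialoganglioside-containing nanoliposomes (NL), and medin given together with Aβ (Medin+Aβ) or with NL (Medin+NL). The authors trimmed the paired-end reads with Cutadapt, mapped them with STAR to the human genome GRCh38 with an Ensembl annotation, and deposited for each library the counts of 61552 genes, without normalization. Each deposited table gives counts made without regard to strand and counts for each strand; the former were used, because they lay closest to the expression values of Supplement Table 1. Their median absolute difference from that table was 0.101 on the log2 scale over 1997 of its 13941 genes, those in hand, against 0.302 for either strand's counts. Between 27161387 and 39839501 counts per library fell on genes. The median was 35265705 in Vehicle (range 27161387 to 37106369), 32921908 in Medin (32360847 to 34660706), 37262907 in scrMedin (35768053 to 37797355) and 36799336 in Aβ (32662789 to 38465991). In Medin+Aβ it was 35348201 (33266830 to 39839501), in NL 36344554 (33134452 to 36814755) and in Medin+NL 33582331 (32796958 to 35041036). A further 18.48% to 20.21% of each library's reads were unmapped, outside genes or in more than 1 gene, and were left out. Reads that map to several places are listed at 0 in every table.

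As in the paper's methods, genes with a CPM (counts scaled to a common library size) above 1 in at least 2 of the 21 libraries were tested, which left 14098 genes. Counts were normalized with edgeR's TMM method and fitted in one model over 20 libraries and all 7 groups, with the replicate set as a block; scrMedin replicate 2, which the authors excluded, was left out. Groups were compared by edgeR's quasi-likelihood F-test, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method (FDR). Expression is given as TMM-normalized CPM, as mean ± SD over the libraries of a group. The model was tested on simulated libraries in which 200 of the 14098 genes were changed by 2-fold or more. It called 194 of them, and 10 unchanged genes, for 3 libraries against 3. With the 2 scrMedin libraries against 3 it called 186 of them and 2 unchanged genes.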

To investigate molecular impact of medin on HBMVECs, three independent sets of seven treatment groups of HBMVECs were prepared and analyzed by RNA-seq, which included cells treated for 20 h with either Vehicle (culture media), Medin (5 µM, a physiologic concentration found in human tissues^4,8^), Scrambled Medin (scrMedin, 5 µM), Aβ(1-42) (2 µM, biologically relevant dose that induced endothelial dysfunction in human tissue^13^), NL (300 µg/mL, dose that reversed medin-induced endothelial dysfunction^4^) and co-treatment groups of Medin + Aβ and Medin + NL. After batch effect correction, Principal Component Analysis (PCA) identified an outlier within the scrMedin group, which was excluded from further analysis (Supplement Fig. 1). 

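In the 21 libraries, with the effect of the replicate set removed, scrMedin replicate 2 lay at -205.9 on the first principal component, where the other 20 libraries ranged from -45.4 to 65.3. Each library was also compared with the profile of each replicate set, made from the other groups' libraries of that set over the 1000 genes that differed most between sets, of 9433 genes considered. Across these genes, which are not independent replicates, scrMedin replicate 2 correlated with the profile of its own set at -0.73, whereas the 6 other libraries of that set lay between 0.9 and 0.96. The corresponding values for scrMedin replicate 1 were -0.56 and 0.51 to 0.64. For scrMedin replicate 3 the correlation was 0.8, within the 0.69 to 0.9 of the 6 other libraries of its set. The authors' exclusion of scrMedin replicate 2 was followed, and no sample was assigned to another set.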

The gene expression results of each treatment are shown in Supplement Table 1.

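Principal components were computed from the log2 CPM of the 14098 genes in 20 libraries, with the effect of the replicate set removed and each gene centred and scaled. The first component held 23.72% of the variance and the second 14.93%. Distances between libraries were measured in the plane of these components. The mean distance between libraries of the same group was 7.1 in Medin+NL, 29.7 in Vehicle, 34.7 in Medin, 35.4 in Aβ, 43.7 in Medin+Aβ and 50.2 in NL (3 libraries each). The 2 scrMedin libraries lay 133.8 apart. Over the other settings its share ranged from 12.9%, without the filter on low counts, to 36.3%, with genes not scaled.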

When global transcriptomes of individual samples were compared by PCA (Fig. 1A), an unsupervised dimensional reduction method, samples in each experimental group were closely clustered, indicating that similar gene expression profiles were shared among the biological replicates, largely distinct from other groups. 

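The centres of the Vehicle and Aβ groups lay 12.6 apart in the plane of the first 2 principal components, less than the mean distance of 29.7 between Vehicle libraries. Each of these groups was the other's nearest neighbour. The scrMedin centre lay 68.9 from Vehicle and 138.9 from Medin; its nearest group was Aβ, at 61.2. The Vehicle and Medin centres lay 107.9 apart.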

Most notably, whereas the negative control groups of Vehicle and scrMedin were closely positioned as expected, Aβ-treated cells were virtually overlapped with the vehicle-treated cells, implying that Aβ exerted little impact on gene expression in HBMVECs. Likewise, the co-treatment group of Medin + Aβ was also positioned adjacent to the Medin-treated group, further indicating minimal cellular effects of Aβ.

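The centre of the Medin+Aβ group lay 18.4 from that of the Medin group and 118.3 from that of the Vehicle group. The Medin libraries themselves lay up to 50.2 apart. For NL the nearest group was Medin+NL, with 46.4 between the centres. The Medin+NL centre was 100.7 from Medin and 66.7 from Vehicle. From these positions the paper proposes that the cellular effects of Aβ were minimal.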

**Figure 1:**
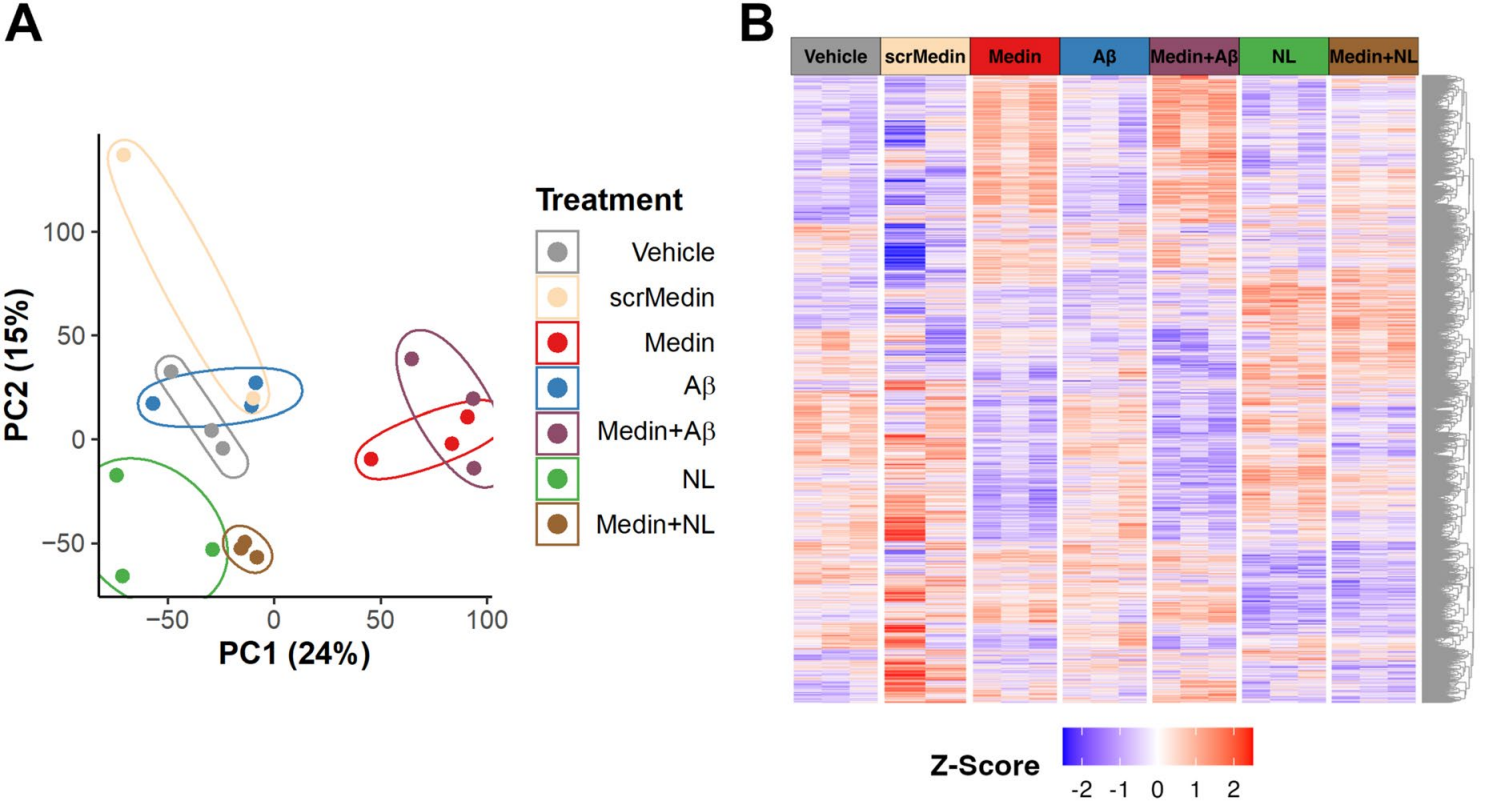
Transcriptomic Analyses. Differences in global transcriptomics profiles of medin-, Aβ-, and NL-treated HBMVECs. (**A**) PCA was applied to gene expression data on 7 different treatment groups, each in triplicates. Prior to the analysis, the batch effect was corrected, and one outlier sample in the scrMedin group was removed. The x-axis represents the first principal component, which accounts for 24% of total variance in the data, while the y-axis corresponds to the second principal component, explaining 15% of the variance. Samples are colored based on their respective treatment. (**B**) The heat map shows row- or gene-wise Z score transformed gene expression levels of 7704 DEGs identified by pairwise linear model analysis. Each row represents a gene, while each column corresponds to an individual sample. The columns are sorted by treatments, while the rows are clustered based on the Euclidean distances.

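The 2 co-treatments were compared with the Vehicle group by edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment. With Medin+Aβ, 1947 genes had an FDR under 0.05 (1036 up, 911 down), and 156 of these also changed over 2-fold. With Medin+NL, 479 genes passed (196 up, 283 down), 52 of them over 2-fold. At an unadjusted p under 0.05 the numbers were 4008 and 2343, where chance alone gives 705 of 14098 genes. The choice that moved these counts most was leaving out the replicate block, which lowered them to 131 and 6. Without Vehicle replicate 3 the Medin+Aβ count was 961, and without Vehicle replicate 1 the Medin+NL count was 171.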

To identify differentially expressed genes (DEGs) over the Vehicle group across different treatment groups, pairwise linear model-based analyses were then performed with thresholds of multiple-testing-adjusted *p* (or False Discovery Rate, FDR) < 0.05 and absolute fold changes over 2 (Supplement Table 2). In agreement with the PCA results, the heat map (Fig. 1B) of a total of 7704 identified DEGs across the groups showed that Aβ and Medin + Aβ groups had very similar gene expression profiles to those of Vehicle and Medin groups, respectively, whereas Medin, Medin + NL, and NL groups had distinctive profiles.

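Over the 6 comparisons with Vehicle, 2304 genes had an FDR under 0.05 in at least 1 by edgeR's quasi-likelihood F-test. Of these, 198 also changed over 2-fold in the same comparison, and 7100 genes had an unadjusted p under 0.05 in at least 1. The 679 genes upregulated with medin at an FDR under 0.05 had a median log2 fold change over Vehicle of 0.40 in Medin and 0.41 in Medin+Aβ. In Medin+NL it was 0.175, in NL 0.025, in Aβ 0.02 and in scrMedin -0.01. For the 542 downregulated genes the medians were -0.48 in Medin, -0.46 in Medin+Aβ, -0.27 in Medin+NL, -0.06 in NL, -0.03 in Aβ and -0.035 in scrMedin. These genes were selected on Medin and Vehicle libraries, and the latter are part of every comparison. In simulated libraries with no response to scrMedin, the median of the selected upregulated genes lay between 0.019 and 0.035.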

### Transcriptional changes in HBMVECs induced by medin

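In the Medin group, 679 genes were upregulated and 542 downregulated over Vehicle at an FDR under 0.05 by edgeR's quasi-likelihood F-test, and 112 and 24 of them changed over 2-fold. At an unadjusted p under 0.05 there were 3177 genes. Without Medin replicate 3 the number at an FDR under 0.05 was 369. The 4 smallest p-values among upregulated genes with a symbol belonged to ICAM1, F2RL1, NFKB2 and LTB, each upregulated in all 3 replicate sets. ICAM1 (ENSG00000090339), which encodes an adhesion molecule for leukocytes, lies on chromosome 19 from 10271093 to 10286615 on the plus strand. Its expression was 42.4 ± 2.69 CPM (SD, n = 3) in Vehicle and 200.3 ± 14.9 CPM (SD, n = 3) in Medin, a log2 fold change of 2.24 (standard error 0.12, FDR 2.76e-08). F2RL1 (ENSG00000164251, chromosome 5 from 76818933 to 76835315, plus strand) encodes a protease-activated receptor and rose from 134.8 ± 29.4 to 259.8 ± 73.0 CPM, a log2 fold change of 0.93 (standard error 0.06, FDR 7.64e-08). NFKB2 (ENSG00000077150, chromosome 10 from 102394110 to 102402524, plus strand), an NFκB subunit, rose from 35.0 ± 2.69 to 81.9 ± 8.44 CPM, a log2 fold change of 1.22 (standard error 0.08, FDR 1.23e-07). LTB (ENSG00000227507, chromosome 6 from 31580525 to 31582522, minus strand), which encodes lymphotoxin beta, rose from 1.93 ± 0.997 to 24.4 ± 16.4 CPM, a log2 fold change of 3.58 (standard error 0.27, FDR 4.64e-07). The fifth, listed as ENSG00000112096, has no symbol in the names table and rose by 1.27 on the log2 scale. The 5 downregulated genes with the smallest p-values were KLHL3, PRICKLE1, CCND3, BMP4 and PHF19, with log2 fold changes from -0.89 to -0.36 and FDRs from 6.57e-05 to 0.000185, each down in all 3 sets.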

As the first between-group comparison, we examined how the transcriptomic profile of HBMVECs was altered following exposure medin versus the vehicle-treated controls, and the DEG analysis identified 678 upregulated and 542 downregulated genes (FDR < 0.05, Fig. 2A). 

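Lists of genes were tested in the Medin group with limma's camera on the same edgeR fit, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 209 pairs of 19 lists and 11 comparisons. The genes of TNF signaling were taken from Fig. 3A and the others written by hand, since the KEGG sets were not in hand; the lists share genes. The 70 tested genes of TNF signaling had a median log2 fold change of 0.18 over Vehicle (camera FDR 1.10e-32), with 28 upregulated and 0 downregulated at an FDR under 0.05 over all genes (36 and 1 adjusted over the list alone). The 29 of them that the pathway induces, cytokines, adhesion molecules and the like, had a median of 1.12 (camera FDR 5.59e-62), with medians of 1.16, 0.89 and 1.24 in the 3 replicate sets. Of these 29, 21 were upregulated (24 adjusted over the list alone). Because the study chose the pathway on these libraries, neither the camera FDRs nor the counts adjusted over the list alone are independent evidence. The 51 NFκB signaling genes had a median of 0.235 (camera FDR 2.59e-40; 25 upregulated, and GADD45B downregulated, a gene chosen for naming after its values were seen). For the 38 genes of NOD-like receptor signaling the median was 0.30 (camera FDR 2.02e-20; 15 upregulated). For the 32 IL-17 signaling genes it was 0.61 (camera FDR 1.10e-33; 21 upregulated). All 5 lists kept an FDR under 0.05 with limma's fry and with camera's estimated correlation. For the TNF-induced genes that correlation was 0.082, above the preset 0.01, and the camera FDR with it 4.145e-05. Over the 209 pairs, 106 were called by camera, 77 of these also by fry and 54 with an estimated correlation.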

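Among single inflammatory genes, VCAM1 (ENSG00000162692, chromosome 1 from 100719742 to 100739045, plus strand), an adhesion molecule, had 0.598 ± 0.193 CPM (SD, n = 3) in Vehicle and 6.05 ± 1.03 CPM (SD, n = 3) in Medin. Its log2 fold change was 3.35 (standard error 0.375, FDR 1.07e-05 from edgeR's quasi-likelihood test). The cytokine gene IL1B (ENSG00000125538, chromosome 2 from 112829751 to 112836816, minus strand) rose from 1.12 ± 0.689 to 5.05 ± 2.05 CPM, a log2 fold change of 2.25 (standard error 0.27, FDR 4.74e-05). Without the replicate block its change was 2.18 and its FDR 0.249, whereas without the filter on low counts it was 9.94e-30; these are the ends of the range over the settings that kept every library. The chemokine gene CXCL8 (ENSG00000169429, chromosome 4 from 73740519 to 73743716, plus strand), which encodes IL-8, rose from 239.6 ± 72.6 to 562.1 ± 131.9 CPM, a log2 fold change of 1.25 (standard error 0.12, FDR 9.28e-06). All of these genes were higher in Medin than in Vehicle in each of the 3 replicate sets.

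**Figure D1:**
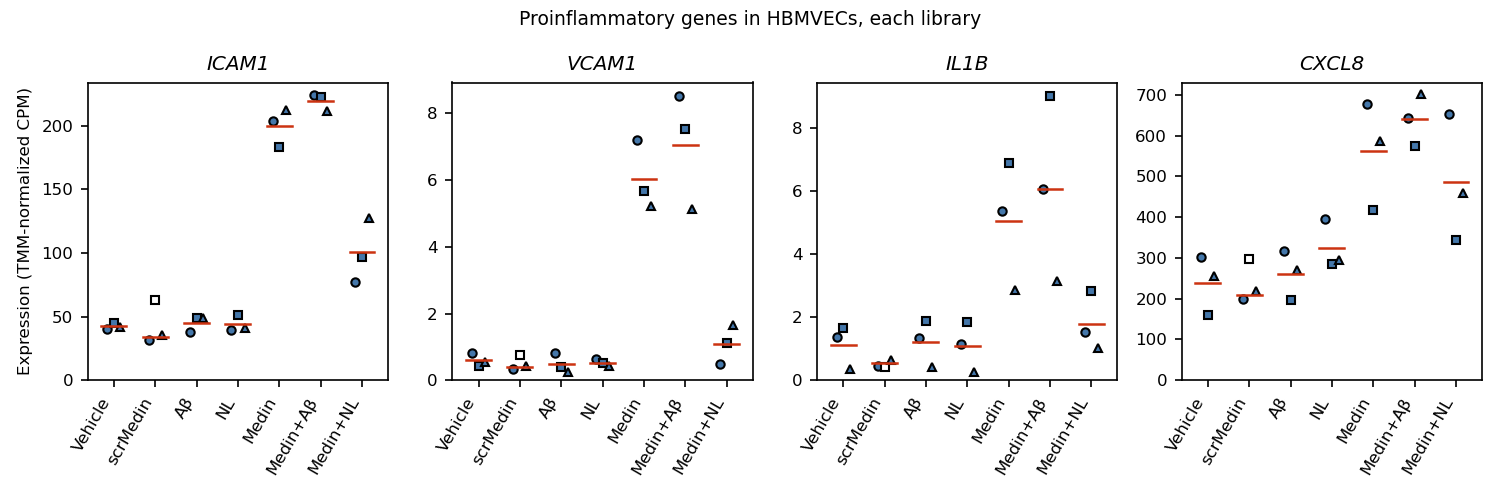
Expression of ICAM1, VCAM1, IL1B and CXCL8 in each library, as TMM-normalized CPM on a linear axis, in the 7 groups. Circles, squares and triangles are replicate sets 1, 2 and 3, the open square is scrMedin replicate 2, which was left out of the tests, and red lines are the means of the libraries used; ICAM1 averages 42.4 CPM in Vehicle, 200.3 in Medin and 100.7 in Medin+NL.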

Gene enrichment analyses showed that genes associated with inflammatory signaling were the most upregulated, including genes involved in tumor necrosis factor (TNF) signaling pathway (Fig. 3A, Supplement Table 3), nucleotide-binding and oligomerization domain (NOD)-like receptor signaling, NFκB signaling and interleukin (IL)-17 signaling pathways. Significantly downregulated genes were involved in cell cycle pathway, Fanconi anemia pathways, and DNA replication (Figs. 2A and 3B). In contrast, the scrambled medin did not induce significant changes in gene expression, i.e., no differentially expressed genes have FDR < 0.05 (Fig. 2B), suggesting that these effects were medin-specific.

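The 75 tested cell cycle genes, taken from Fig. 3B, had a median log2 fold change of -0.18 in Medin over Vehicle (camera FDR 1.51e-09), with medians of -0.23, -0.09 and -0.24 in the 3 replicate sets. By edgeR's quasi-likelihood test 31 of them were downregulated and 5 upregulated at an FDR under 0.05 over all genes (38 and 7 adjusted over the list alone). The 42 Fanconi anemia genes had a median of -0.21 (camera FDR 5.42e-08), with 10 downregulated and 0 upregulated (16 and 1 adjusted over the list alone). Across the 34 DNA replication genes the median was -0.36 (camera FDR 3.08e-14) and 15 were downregulated (23 adjusted over the list alone), with set medians of -0.50, -0.17 and -0.44. With fry the FDRs of the 3 lists were 0.00702, 0.00392 and 0.00392. With camera's estimated correlation they were 0.0994, 0.0994 and 0.0896, above 0.05. The study chose these pathways on these libraries, so none of these tests is independent evidence. MCM2 (ENSG00000073111, chromosome 3 from 127598410 to 127622436, plus strand), a subunit of the replicative helicase, had 41.6 ± 10.2 CPM (SD, n = 3) in Vehicle and 27.3 ± 8.55 CPM (SD, n = 3) in Medin, a log2 fold change of -0.62 (standard error 0.15, FDR 0.0168). Leaving out 1 library at a time, its FDR ranged from 0.00913 (without Vehicle replicate 2) to 0.106 (without Medin replicate 3) and was under 0.05 in 2 of 6 fits. Without the replicate block it was 0.616 and without the filter on low counts 5.10e-13, the ends of the range over the settings that kept every library. E2F1 (ENSG00000101412, chromosome 20 from 33675477 to 33686385, minus strand), a transcription factor of the cell cycle, went from 32.2 ± 8.75 to 19.4 ± 9.06 CPM, a log2 fold change of -0.78 (standard error 0.14, FDR 0.00245). Its FDR ranged from 2.70e-17 without the filter to 0.705 without the replicate block, and was under 0.05 in 6 of 6 fits that left out 1 library. With scrMedin replicate 2 included, neither passed (FDRs 0.0796 and 0.0616). Both were lower in Medin in all 3 sets.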

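With 2 scrMedin libraries against 3 Vehicle libraries, 0 of the 14098 genes had an FDR under 0.05 by edgeR's quasi-likelihood F-test. The lowest FDR was 0.1995. At an unadjusted p under 0.05 there were 1540 genes, against 705 expected by chance. Without the filter on low counts 284 genes passed, and with DESeq2's Wald test 46 did. ICAM1 was at 33.7 ± 2.56 CPM (SD, n = 2) in scrMedin, a log2 fold change of -0.31 over Vehicle (standard error 0.14, FDR 0.454). With scrMedin replicate 2 included this change was 0.01, and over the settings its FDR ranged from 0.0181, without the filter on low counts, to 1, with only the groups compared. The genes that TNF signaling induces had a median of -0.24 (camera FDR 0.000134, fry FDR 0.047, FDR 0.0877 with an estimated correlation), with -0.35 in the library of set 1 and -0.18 in that of set 3. With scrMedin replicate 2 included, this median was -0.08. From the absence of DEGs in scrMedin beside those in Medin, the paper proposes that these effects were medin-specific.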

**Figure 2:**
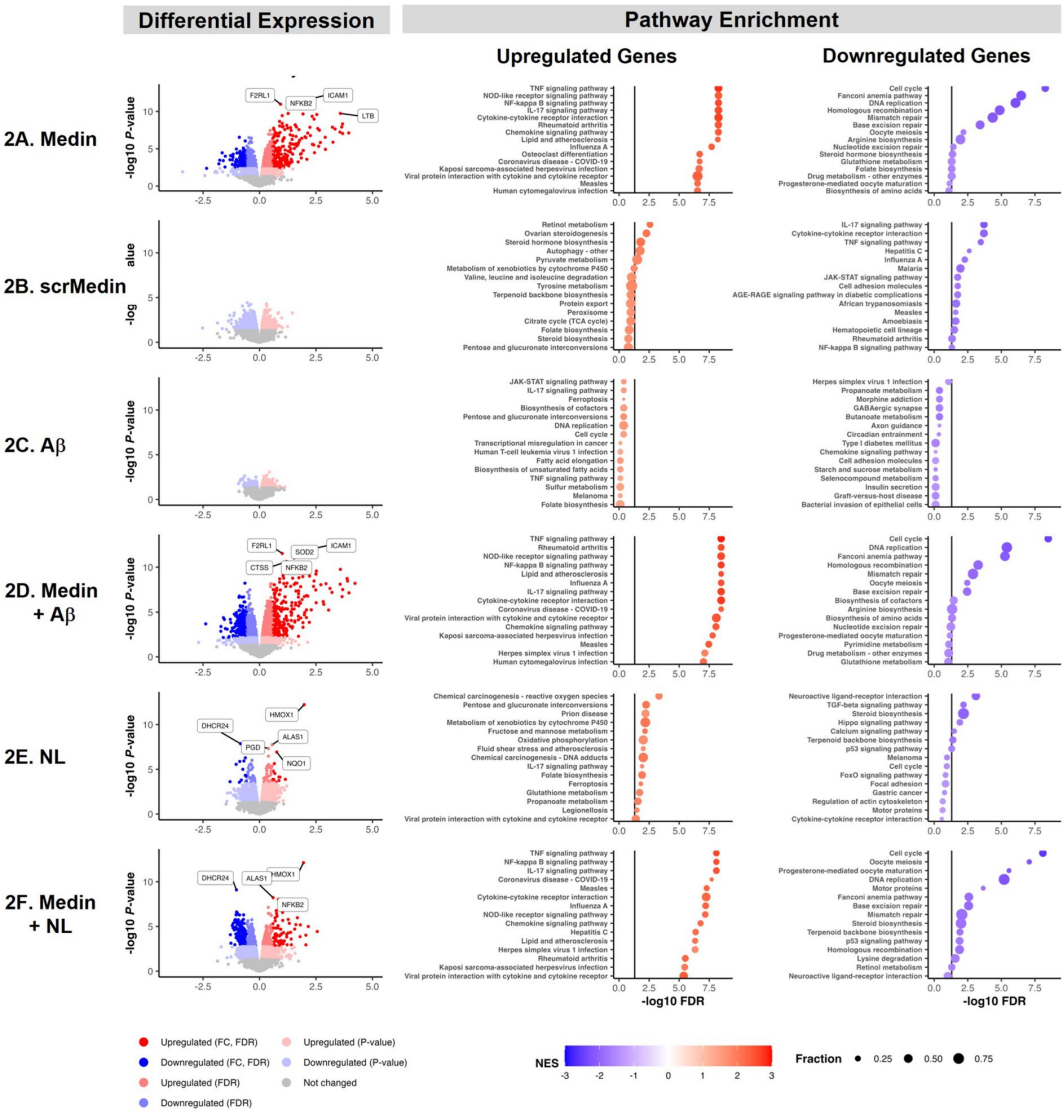
Differential Gene Expression and Pathway Enrichment Analyses. Left panels show volcano plots of differential expression statistics versus vehicle-treated group in the medin-treated HBMVECs (**A**), scrambled medin-treated group (**B**), Aβ-treated group (**C**), medin + Aβ-treated group (**C**), NL-treated group (**E**) and medin + NL-treated group (**F**) (n = 3 each treatment). The x-axis represents the log2 fold change in expression in the Medin group over the Vehicle group. The DEGs are colored according to their log2 fold change (FC), p-value, and False Discovery Rate (FDR). Genes with p-values bigger than 0.05 are colored black and are considered unchanged. Genes with a p-value less than 0.05 and a log2 FC greater than 0 are considered upregulated genes and colored red, while genes with a p-value less than 0.05 and a log2 FC less than 0 are considered downregulated genes and colored blue. According to significance, upregulated or downregulated genes are colored with different shades: genes with log2 FC greater than 1.5 or less than 1.5 and FDR less than 0.05 are the darkest, followed by genes with FDR less than 0.05 but log2 FC between 1.5 and 1.5, and the lightest color is assigned to genes with FDR greater than 0.05. Middle panel shows top enriched upregulated gene pathways and right panel shows top enriched downregulated gene pathways identified by the Gene Set Enrichment Analysis (GSEA). The size of the dot reflects the fraction of DEGs in each pathway. The dot color indicates the Normalized Enrichment Score (NES).

**Figure 3:**
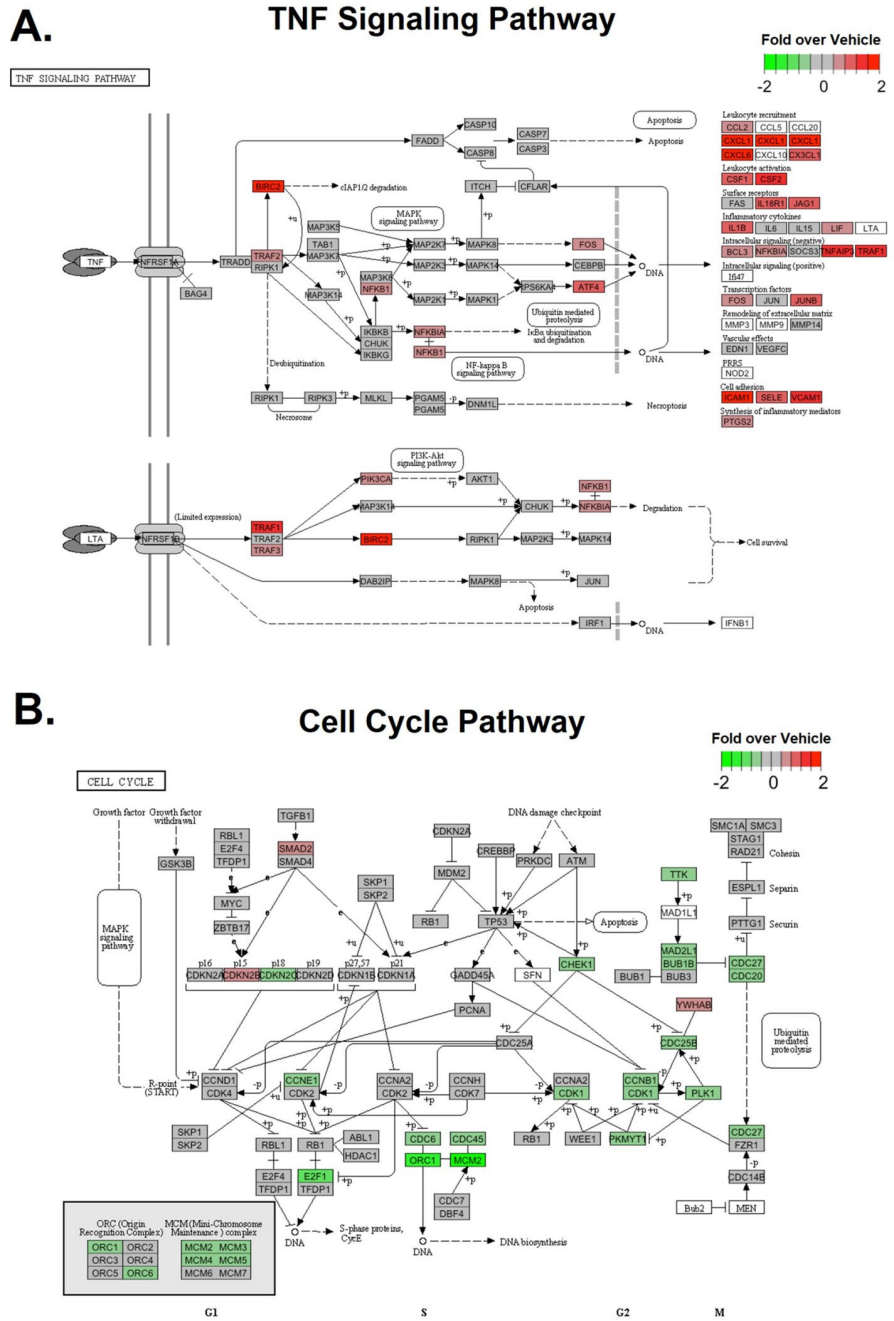
Gene expression profiles of top KEGG pathways, TNF signaling pathway and cell cycle pathway, enriched in upregulated (**A**) and downregulated (**B**) genes, respectively, by medin treatment in HBMVECs.

### Transcriptional changes in HBMVECs induced by Aβ(1-42) and medin + Aβ(1-42)

Aβ(1-42) is a peptide fragment cleaved from parent protein amyloid precursor protein and is a major peptide component of amyloid plaques and cerebral amyloid angiopathy in AD^14–16^. Amyloid found in plaques and cerebral amyloid angiopathy in AD mouse models was recently shown to contain both medin and Aβ peptides^6^. Compared to medin, exposure of HBMVECs to physiologic dose of Aβ(1-42) did not induce significant gene expression changes (Fig. 2C, Supplement Table 2). In addition, exposure of HBMVECs to both medin and Aβ(1-42) led to upregulation of genes related to proinflammatory signaling of similar magnitude to effects seen with medin alone (Fig. 2D, Supplement Table 3), suggesting that endothelial pro-inflammatory activation is driven mainly by medin with no additive or synergistic effect by Aβ(1-42).

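In the Aβ group, 0 genes had an FDR under 0.05 over Vehicle by edgeR's quasi-likelihood F-test (3 libraries each). The lowest FDR was 0.9998, and 329 genes had an unadjusted p under 0.05, fewer than the 705 expected by chance. A number under the expected one is not evidence that Aβ had no effect, since a test too strict for this comparison would also give it. ICAM1 was at 45.4 ± 6.12 CPM (SD, n = 3), a log2 fold change of 0.09 (standard error 0.13). In simulated libraries of this size the test called 81 of 87 genes changed exactly 2-fold. Smaller changes were not part of that simulation, so it does not tell how many of them would be called. Leaving genes unfiltered by count gave 54 genes, and fitting only the Aβ and Vehicle libraries gave 38. The paper gives the dose of Aβ as 2 µM, whereas the deposited names of replicates 1 and 2 of Aβ and of Medin+Aβ carry 1 µM and the sample labels give no dose, so the dose in these libraries is not settled.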

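In the Medin+Aβ group, the 29 tested genes that TNF signaling induces had a median log2 fold change over Vehicle of 1.16 (camera FDR 1.66e-52), and 24 of them were upregulated at an FDR under 0.05 by edgeR's quasi-likelihood test. Compared with Medin directly, the same genes moved by 0.05 (camera FDR 0.307; 0.01 without Medin replicate 2 and 0.09 without Medin replicate 1), and 0 of the 14098 genes had an FDR under 0.05. At an unadjusted p under 0.05 there were 550, fewer than chance gives, which again is not evidence of no effect. That 0 became 171 when only the Medin+Aβ and Medin libraries were fitted, 136 without the filter on low counts, and 2 with DESeq2's Wald test. The interaction of medin and Aβ, the difference between the effect of Aβ with medin and without it, passed for 0 genes (136 at an unadjusted p under 0.05). Of the 679 genes upregulated with medin, 605 were also upregulated in Medin+Aβ and 0 were downregulated. Over these genes, the slope of the Medin+Aβ log2 fold changes on those of Medin was 1.04, with 0.998, 1.12 and 0.995 in the 3 replicate sets. Simulated libraries with the full medin response gave slopes from 0.951 to 0.974. ICAM1 was at 219.8 ± 7.17 CPM (SD, n = 3), a log2 fold change of 2.38 over Vehicle (standard error 0.12, FDR 1.11e-08). From the similar size of the changes, the paper proposes that the proinflammatory activation was driven mainly by medin, without an additive or synergistic effect of Aβ.

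Gene lists were also compared between Medin+Aβ and Medin with limma's camera, and those that passed were these. The NOD-like receptor signaling genes moved by 0.07 (camera FDR 0.00331, with 0.07, 0.11 and 0.01 in the 3 replicate sets), the oxidative phosphorylation genes by -0.03 (camera FDR 0.000682, with -0.03, -0.075 and -0.01), the genes the paper names by 0.08 (camera FDR 0.0148, with -0.02, 0.12 and 0.05) and the interferon response genes by 0.28 (camera FDR 0.00341, with 0.15, 0.57 and -0.21). None of these passed with fry (FDRs 0.119, 0.335, 0.2498 and 0.743) or with camera's estimated correlation (FDRs 0.0877, 0.4065, 0.223 and 0.694). The first no longer passed without Medin+Aβ replicate 1, at 0.08, Medin replicate 2, at 0.04, or Medin+Aβ replicate 2, at 0.045. The oxidative phosphorylation genes no longer passed without Medin+Aβ replicate 2, at -0.02, and were at -0.06 without Medin+Aβ replicate 1. The genes the paper names no longer passed without Medin+Aβ replicate 1, at 0.04, or Medin replicate 2, at 0.03, and were at 0.12 without Medin replicate 1. The interferon genes were at -0.13 without Medin+Aβ replicate 2, past the threshold in the opposite direction (camera FDR 0.0176). They no longer passed without Medin+Aβ replicate 1, at 0.30, or Medin replicate 3, at 0.14.

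The interaction of medin and Aβ passed with camera for the TNF-induced genes, at 0.06 (camera FDR 0.0115, with 0.03, 0.25 and 0.02 in the sets), the IL-17 signaling genes, at 0.05 (camera FDR 0.00333, with -0.06, 0.21 and 0.05), the NOD-like receptor genes, at 0.03 (camera FDR 0.0381, with 0.02, 0.16 and -0.03), the oxidative phosphorylation genes, at -0.02 (camera FDR 0.0105, with 0.01, -0.06 and -0.03) and the interferon genes, at 0.22 (camera FDR 0.0179, with -0.25, 0.86 and -0.09). None of these passed with fry (FDRs 0.5415, 0.2504, 0.4811, 0.642 and 0.877) or with the estimated correlation (FDRs 0.2545, 0.0727, 0.2305, 0.547 and 0.760). Without Medin replicate 2 the first 3 medians were -0.02, -0.006 and 0.015, and none of the 3 passed. The oxidative phosphorylation genes ranged from -0.05 (without Aβ replicate 1) to -0.005 (without Aβ replicate 2, no longer passing). The interferon genes ranged from -0.15 (without Medin+Aβ replicate 2) to 0.53 (without Medin+Aβ replicate 3). The former value passed in the opposite direction (camera FDR 0.0137).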

### Protective effect of NL against medin-induced changes in HBMVECs

We previously showed that NL prevented medin-induced endothelial cytotoxicity likely through Nrf2-dependent upregulation of gene and protein expressions of antioxidant enzymes heme oxygenase-1 (HO1), NAD(P)H quinone oxidoreductase 1 (NQO1) and superoxide dismutase1 (SOD1), while also preventing medin-induced NFκB-mediated proinflammatory activation^4^. In agreement, we report that co-treatment of NL with medin attenuated the upregulation of pro-inflammatory genes by medin (Fig. 2F, Supplement Table 2). 

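Between Medin+NL and Medin, 644 genes had an FDR under 0.05 by edgeR's quasi-likelihood F-test, 228 higher and 416 lower with NL; without Medin replicate 3 there were 87. Of the 679 genes upregulated with medin, 658 were lower in Medin+NL than in Medin, whatever their FDR. Because these genes were selected on the Medin libraries, simulated libraries with a full response in Medin+NL also gave 59% to 64.7% lower. At an FDR under 0.05, 197 of the 679 were lower (394 adjusted over the list alone, which is not independent evidence, since the list was selected on these libraries). Over the 679 genes, the slope of the Medin+NL log2 fold changes over Vehicle on those of Medin was 0.488, with 0.416, 0.5 and 0.544 in the 3 replicate sets. Simulated libraries gave 0.947 to 0.978 for a full response and 0.007 to 0.068 for none. The median of the genes that TNF signaling induces was 0.57 in Medin+NL over Vehicle (camera FDR 3.28e-20) and -0.445 against Medin (camera FDR 4.83e-26), and 13 of the 29 were lower at an FDR under 0.05 (19 adjusted over the list alone).

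ICAM1 was at 100.7 ± 25.3 CPM (SD, n = 3) in Medin+NL, a log2 fold change of -1.01 against Medin (standard error 0.12, FDR 0.000208 from edgeR's quasi-likelihood test). VCAM1 was at 1.08 ± 0.589 CPM, a change of -2.46 (standard error 0.32, FDR 0.00034). IL1B was at 1.80 ± 0.943 CPM, a change of -1.52 (standard error 0.25, FDR 0.00289). CXCL8 was at 485.9 ± 156.0 CPM, and its change of -0.22 (standard error 0.12, FDR 0.328) did not pass, although it was lower in all 3 sets. It did pass without the filter on low counts (FDR 0.00626) and with only the groups compared, and without the replicate block its FDR was 0.9973. The interaction of medin and NL, the difference between the effect of NL with medin and without it, passed for 4 genes, all negative: SLC7A2 (-1.39), ICAM1 (-1.06), F2RL1 (-0.50) and IL18R1 (-0.99), each at an FDR of 0.0411. At an unadjusted p under 0.05 it passed for 982 genes. Leaving out 1 library at a time gave from 0 genes (without Medin replicate 1, for example) to 10 (without Medin replicate 2). Some settings did not keep the direction. Without the filter on low counts the interaction was positive for 159 genes and negative for 155, with DESeq2's Wald test for 4 and 22, with only the groups compared for 7 and 17, and with a GC covariate, chosen after seeing the data, for 4 and 22.

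**Figure D2:**
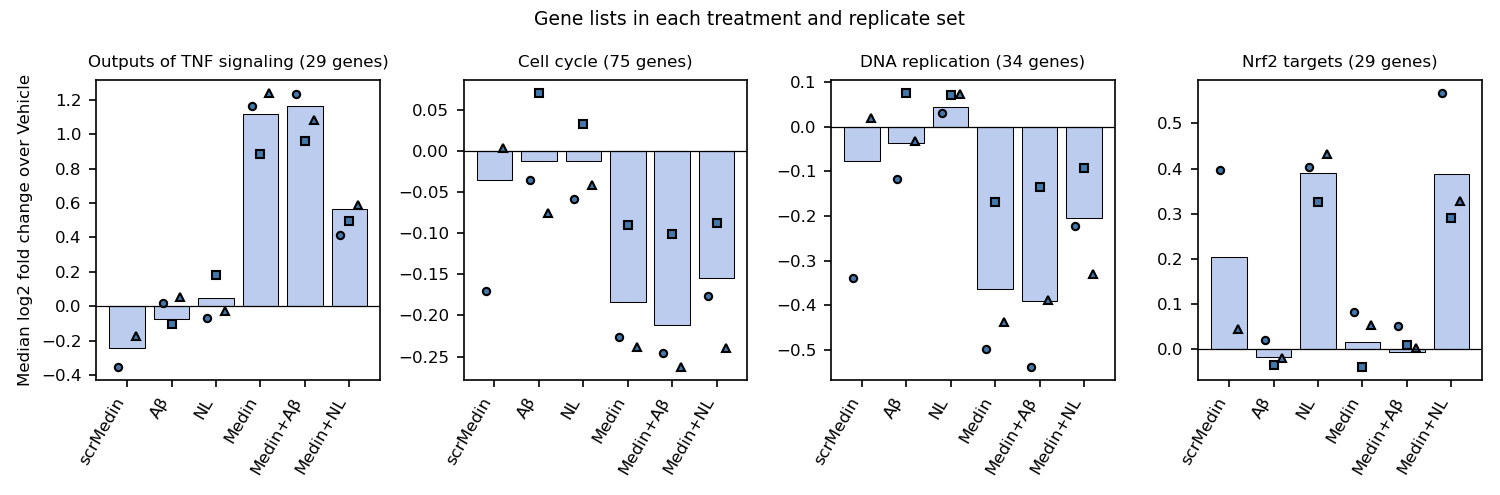
Median log2 fold change over Vehicle of 4 gene lists (y axis, log2) in the 6 treatment groups (x axis). Bars are medians from the fit over 20 libraries and points are medians within replicate sets 1 (circles), 2 (squares) and 3 (triangles); the genes that TNF signaling induces have a median of 1.12 in Medin and 0.57 in Medin+NL.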

NL alone resulted in upregulation of a small set of genes (Fig. 2E) including heme oxygenase 1 (*HMOX1*), consistent with our prior findings, as well as *ALAS1,* which encodes the mitochondrial enzyme that catalyzes the rate-limiting step in heme (iron-protoporphyrin) biosynthesis. 

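NL changed 95 genes at an FDR under 0.05 over Vehicle by edgeR's quasi-likelihood F-test, 48 up and 47 down. At an unadjusted p under 0.05 there were 1930. Of the 95, 4 changed over 2-fold: HMOX1 and TNIP3 upward, GALNT15 and HTR2B downward, the last 3 named after their values were seen. The count was 485 without the filter on low counts, 334 when only the NL and Vehicle libraries were fitted, 241 with DESeq2's Wald test and 2 without the replicate block; without Vehicle replicate 1 or 2 it was 37. HMOX1 (ENSG00000100292, chromosome 22 from 35380361 to 35394214, plus strand) had 63.8 ± 6.44 CPM (SD, n = 3) in Vehicle and 248.8 ± 31.0 CPM (SD, n = 3) in NL, a log2 fold change of 1.98 (standard error 0.10, FDR 7.99e-09), the smallest p of all genes in this comparison. ALAS1 (ENSG00000023330, chromosome 3 from 52198086 to 52214327, plus strand) rose from 112.4 ± 3.58 to 165.9 ± 6.81 CPM, a log2 fold change of 0.56 (standard error 0.06, FDR 8.96e-05). Both were higher with NL in all 3 replicate sets. The 12 tested genes of heme metabolism had a median of 0.12 (camera FDR 4.61e-17), and 3 of them were upregulated, HMOX1, ALAS1 and BLVRB, the last named after its values were seen (5 adjusted over the list alone).

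**Figure D3:**
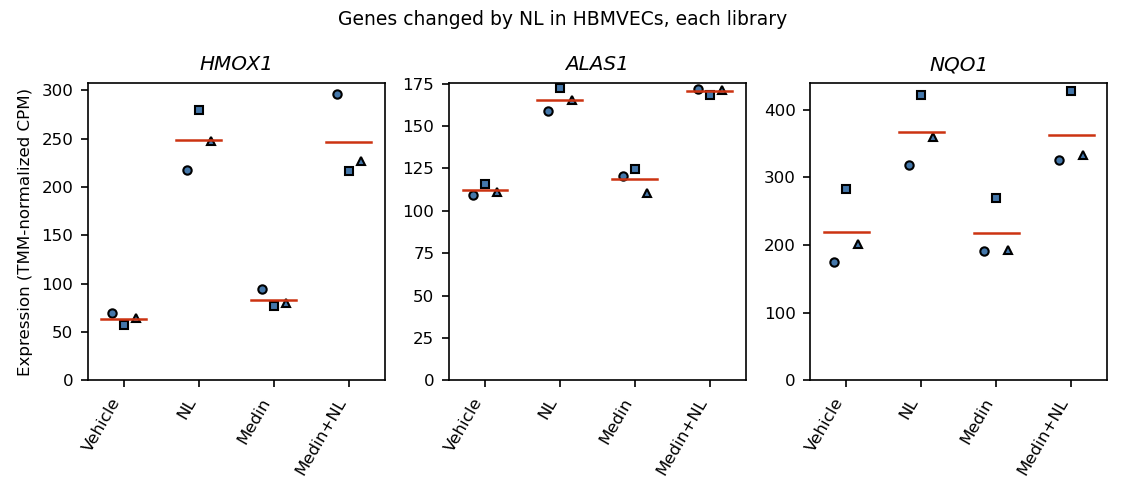
Expression of HMOX1, ALAS1 and NQO1 in each library of the Vehicle, NL, Medin and Medin+NL groups, as TMM-normalized CPM on a linear axis that starts at 0. Circles, squares and triangles are replicate sets 1, 2 and 3 and red lines are group means; HMOX1 averages 248.8 CPM in NL and 247.0 in Medin+NL, against 63.8 in Vehicle and 83.8 in Medin.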

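The KEGG sets of the enrichment analysis were not in hand, so lists written by hand were tested with limma's camera in the NL group. The 39 tested genes of TGF-β signaling had a median log2 fold change of -0.06 over Vehicle (camera FDR 0.00708), with medians of -0.18, -0.04 and -0.03 in the 3 replicate sets. With fry the FDR was 0.156 and with camera's estimated correlation 0.345. Without NL replicate 1 the median was -0.03 and no longer passed, and without NL replicate 2 it was -0.09. By edgeR's quasi-likelihood test 2 of the 39 were downregulated at an FDR under 0.05, BMP4 and TGFB2, and 0 upregulated (3 and 1 adjusted over the list alone). The 73 tested genes of oxidative phosphorylation, many of which encode subunits of mitochondrial complexes where reactive oxygen species arise, had a median of 0.05 (camera FDR 0.00123), with 0 called (0 adjusted over the list alone); with fry the FDR was 0.144 and with the estimated correlation 0.433. Genes of neuroactive ligand-receptor interaction were not analysed here.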

Genes upregulated by NLs were associated with chemical carcinogenesis-reactive oxygen species, while genes downregulated by NLs were associated with neuroactive ligand-receptor interaction and transforming growth factor-beta (TGF-β) signaling (Supplement Table 3).

In separate experiments, HBMVECs treated with medin for 20 h showed increased cell death (reduced viability) that was reversed by co-treatment with NL. Similarly, co-treatment with RO106-9920 at both 1 and 10 µM doses showed reduced cell death versus medin treatment alone (Fig. 4I–J). NL and RO106-9920 (1 and 10 µM) treatments did not show significantly higher cell death than vehicle control (Fig. 4I–J).

**Figure 4:**
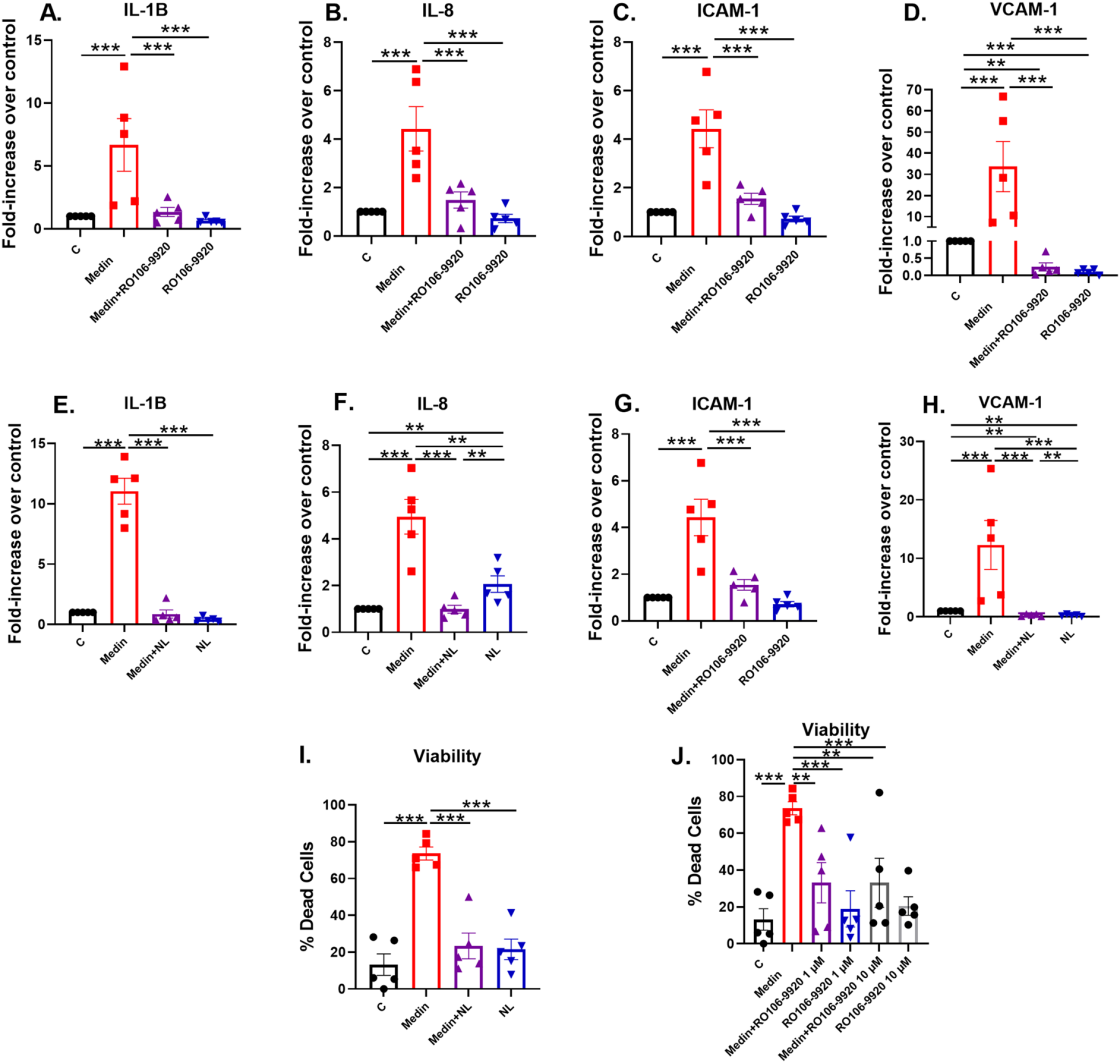
(**A**–**D**) rt-PCR of HBMVECs treated for 20 h with medin and NFκB inhibitor RO106-9920 (N = 5 each). There was significant elevation in gene expressions of IL-1B, IL-8, ICAM-1 and VCAM-1 following 20 h of treatment with medin 5 µM. Co-treatment with RO106-9920 (10 µM) abolished or attenuated the increased cytokine/chemokine gene expressions. (**E**–**H**) Medin (5 µM) increased the gene expressions of the cytokines and chemokines and this increase was attenuated by co-treatment with NL (N = 5 each). (**I**) Medin (5 µM) increased HBMVEC cell death after 20 h exposure versus vehicle control that was reversed by NL. (**J**) Similarly, co-treatment of medin with RO106-9920 (either 1 or 10 µM) reduced cell death versus medin treatment alone. There was no significant difference in cell viability between vehicle control and RO106-9920 treated cells (N = 5 each). One-way repeated measures analyses of variance were performed followed by pairwise multiple comparison methods using Holm-Sidak method. ***p < 0.001, **p < 0.01 represent unadjusted p values that are below critical levels required by the multiple comparison procedure.

### RT-PCR gene expression analyses

As RNA-seq showed upregulation of inflammatory genes linked with NFκB signaling, we performed RT-PCR gene expression assays, focusing on the cytokine/chemokine genes downstream of NFκB signaling that were upregulated in RNA-seq analyses. In separate experiments, HBMVECs were exposed to medin without and with RO106-9920, a small molecule specific inhibitor of NFκB^17^. Similar to results from RNA-seq, RT-PCR showed significantly increased gene expressions of *IL1B*, *IL8*, intercellular adhesion molecule 1 (*ICAM1*) and vascular cell adhesion molecule 1 (*VCAM1*) following 20 h of exposure to medin compared to vehicle control (Fig. 4A–D). Co-treatment with RO106-9920 attenuated or prevented the increases. These confirm RNA-seq data showing NFκB-mediated pro-inflammatory activation by medin in HBMVECs.

We previously showed that NL protected against medin-induced human umbilical vein endothelial cell pro-inflammatory activation. In this work, we treated HBMVECs with medin without or with NL and found that NL attenuated the increased gene expression of *IL1B*, *IL8*, *ICAM1* and *VCAM1* (Fig. 4E–H), consistent with our RNA-seq-based findings.

## Discussion

Our results show that 20-h exposure to physiologic dose of recombinant medin in HBMVECs elicited an array of transcriptomic changes that predominantly involved upregulation of genes involved in inflammatory signaling pathways, with genes involved in TNF signaling, NOD-like receptor signaling, NFκB signaling and IL-17 signaling being the top hits. These signaling pathways share in common upregulation of NFκB activation-dependent proinflammatory cytokines/chemokines such as IL-1B, CXCL-8/IL-8, ICAM-1 and VCAM-1. RT-PCR confirmed the upregulated gene expressions of these NFκB-induced cytokines/chemokines. To confirm the increased gene expression of cytokines/chemokines observed in the RNAseq profile, we performed RT-PCR that also showed medin increasing IL-1B, IL-8, ICAM-1 and VCAM-1. RO106-9920 is a small molecule inhibitor of NFκB activation through ubiquitination of IκBαee^17^. Co-treatment of medin with RO106-9920 reduced gene expression of these cytokines/chemokines versus medin alone, confirming that medin’s pro-inflammatory effect is via NFκB activation. These results are consistent with our prior limited observation of pro-inflammatory activation of human umbilical vein endothelial cells by medin that was mediated via NFκB pathway^8^. The results have implications in advancing our understanding of the mechanisms of vascular aging and the myriad of pathologies that arise from it. Medin is the most common human amyloid^1^ and in a routine autopsy of 18 individuals 57 years old and higher, medin amyloid deposition was found in the aortas of all patients and in the basilar artery in 8 of 17 subjects^2^. Medin amyloid accumulates in the vasculature with aging with aortic medin present in 86% of subjects over 55 years old versus 20% in younger patients^8^. Medin was also shown to accumulate in the brain parenchymal arteries in elderly brain donor subjects, and among cerebrovascular pathologies, cerebral arterial medin burden had the strongest association with AD and vascular dementia^3^. Medin is therefore proposed to be one of the key novel mediators of vascular aging and vascular aging-related pathologies. Chronic indolent vascular inflammation is one of the hallmarks of vascular aging phenotype, independent of, although exacerbated by, presence of traditional cardiovascular metabolic risk factors^18^. In this study we showed that medin induces profound pro-inflammatory activation of HBMVECs. The implications go beyond effects on vascular inflammation as medin-induced endothelial proinflammatory activation could induce astrocyte activation and neuroinflammation through paracrine effects^4^.

Genes involved in the cell cycle signaling and the DNA replication pathways were the most downregulated by medin. These pathways may have physiologic relevance as prior work showed that medin reduced endothelial cell proliferation; endothelial cell viability was also reduced through oxidative and nitrative stress, with viability restored when co-treated with peroxynitrite catalyst^8^. The genes upregulated and downregulated by medin, including the signaling pathways affected, were either not affected or affected several log-fold less by scrambled medin, suggesting that medin’s effects are specific to the peptide.

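Between Medin and scrMedin, 1555 genes had an FDR under 0.05 by edgeR's quasi-likelihood F-test, 841 higher and 714 lower in Medin. Of the 679 genes upregulated with medin over Vehicle, 467 were also higher in Medin than in scrMedin at that FDR, and in scrMedin 364 of the 679 changed downward over Vehicle. Of the 542 downregulated genes, 297 were lower in Medin than in scrMedin. Against scrMedin the median log2 fold change of the 679 genes was 0.40 and that of the 542 was -0.42. These genes were selected on the Medin libraries, which are part of both comparisons. Part of the overlap therefore arises by construction, and how large that part is was not computed. VCAM1 was at 0.384 ± 0.0529 CPM (SD, n = 2) in scrMedin, a log2 fold change of -0.63 over Vehicle (standard error 0.56, FDR 0.694), and LTB was at 1.34 ± 0.457 CPM, a change of -0.99 (standard error 0.38, FDR 0.3855). With the second strand's counts VCAM1 changed by 0.31, and with scrMedin replicate 2 included LTB changed by 0.44, neither past the threshold. Over the settings the FDR of LTB ranged from 0.000245, without the filter on low counts, to 1, with only the groups compared. The 1555 genes became 108 without the replicate block and 30 when only the Medin and scrMedin libraries were fitted, and 622 without Medin replicate 1.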

Aβ(1-42) is one of two common alloforms of Aβ found in amyloid deposits in AD; it forms fibrils and has more enhanced neurotoxicity compared to the other common alloform Aβ(1-40)^19^. Both Aβ(1-42) and medin induce endothelial dysfunction in human arterioles^8,13,20,21^ and amyloid deposits in cerebral arteries of AD brain donors^3^ and AD transgenic mouse models^6^ both contain Aβ and medin. Indeed, medin was found to enhance Aβ aggregation and genetic deletion of medin from parent protein Mfge8 reduced cerebral amyloid angiopathy in AD mouse models^6^. Therefore, it was of interest to compare the effects of Aβ(1-42) and medin in HBMVECs as well as determine the effects of the combination. In contrast to medin, no signaling pathway genes were significantly upregulated or downregulated in HBMVECs with exposure to Aβ(1-42). 

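Of the 19 gene lists, 0 had a camera FDR under 0.05 in the Aβ group. The lowest FDR was 0.0554, for the IL-17 signaling genes, whose median log2 fold change was -0.04. The genes that TNF signaling induces had a median of -0.07 (camera FDR 0.102; 0.02, -0.10 and 0.05 in the 3 replicate sets), and the DNA replication genes of -0.04 (camera FDR 0.0976). The former passed when Vehicle replicate 3 was left out, at -0.11, and when Aβ replicate 1 was left out, at -0.06. The latter passed without Vehicle replicate 2, at -0.09. The former was 0.03 without Vehicle replicate 2 and the latter 0.01 without Vehicle replicate 1, neither past the threshold.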

When medin and Aβ(1-42) were co-treated, the gene and signaling pathway profiles were similar in pattern and magnitude to those of medin alone. This suggests that the pro-inflammatory transcriptomic change is driven mainly by medin, and that Aβ(1-42) does not have any additive, synergistic or reductive effect when co-treated with medin. 

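In Medin+Aβ over Vehicle, the cell cycle genes drawn in Fig. 3B had a median log2 fold change of -0.21 (camera FDR 2.28e-10; 36 of 75 downregulated and 5 upregulated at an FDR under 0.05 by edgeR's quasi-likelihood test). The DNA replication genes had a median of -0.39 (camera FDR 4.04e-13, with 17 of 34 downregulated and 0 upregulated). With camera's estimated correlation the FDRs of the cell cycle and DNA replication lists were 0.0864 and 0.102, above 0.05. With fry they were 0.00231 and 0.0024. Against Medin both medians were -0.03 (camera FDR 0.0529 for the cell cycle and 0.381 for DNA replication). A list of 32 mitosis genes, written after some of their values were seen, was at -0.16 against Medin (camera p 1.09e-08, fry p 0.329). Of the 542 genes downregulated with medin, 448 were also downregulated in Medin+Aβ and 0 were upregulated. Over these genes the slope of the Medin+Aβ log2 fold changes on those of Medin was 0.977, with 0.999, 0.91 and 1.01 in the 3 replicate sets; simulated libraries with the full response gave 0.801 to 0.94. H2AX and TYMS, both among the 5 downregulated genes with the smallest p-values in Medin+Aβ, changed by -0.645 and -0.89.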

A similar pattern was also observed for the downregulated genes enriched with cell cycle and DNA replication signaling pathway between medin and medin + Aβ treatments. A potential implication of these findings is that medin may be the more relevant treatment target when compared to Aβ(1-42) in terms of preventing or reversing endothelial pro-inflammatory activation and cell survival. Future testing should confirm whether other Aβ alloforms will show similar or variant results.

NLs are < 100 µm nanoparticles composed of phospholipids. We previously showed that NLs protected against Aβ-induced^13,21^ and medin-induced^4^ endothelial dysfunction and restored endothelial cell viability. Monosialoganglioside-containing NLs used in this study were previously found to protect against medin-induced cell toxicity through a Nrf2-dependent upregulation of gene and protein expression of antioxidant enzymes HO-1, NQO1 and SOD11^4^. Similarly, NL also attenuated medin-induced pro-inflammatory activation of HUVECs by preventing NFκB activation^4^. 

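The Nrf2 target genes, a list of 29 tested genes written by hand, had a median log2 fold change of 0.39 in NL over Vehicle (camera FDR 4.12e-44; 0.40, 0.33 and 0.43 in the 3 replicate sets). By edgeR's quasi-likelihood test 13 of them were upregulated and 0 downregulated at an FDR under 0.05 (19 and 0 adjusted over the list alone). NQO1 (ENSG00000181019, chromosome 16 from 69706996 to 69726668, minus strand) had 219.7 ± 56.3 CPM (SD, n = 3) in Vehicle and 367.1 ± 51.7 CPM (SD, n = 3) in NL, a log2 fold change of 0.76 (standard error 0.09, FDR 0.000335). PGD and TALDO1, 2 genes of the pentose phosphate pathway, changed by 0.40 (FDR 0.000173) and 0.39 (FDR 0.000838). SOD1 (ENSG00000142168, chromosome 21 from 31659666 to 31668931, plus strand) had 127.8 ± 12.2 CPM in Vehicle and 148.1 ± 6.90 CPM in NL, and its log2 fold change of 0.22 (standard error 0.06, FDR 0.0878) did not pass. SOD1 did pass with DESeq2's Wald test (FDR 0.0346) and without the filter on low counts; without the replicate block its FDR was 1. All of these genes were higher with NL in all 3 sets.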

In the current study, NL caused significant upregulation of HO-1 and NQO1, genes involved in chemical carcinogenesis-reactive oxygen species signaling pathway, consistent with our previous findings. Genes involved with neuroactive ligand-receptor interaction signaling. 

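The 12 tested genes of steroid biosynthesis had a median log2 fold change of -0.29 in NL over Vehicle (camera FDR 1.07e-19; -0.26, -0.44 and -0.27 in the 3 replicate sets). A second list, of 16 sterol-regulated genes outside that pathway, had a median of -0.335 (camera FDR 2.46e-25), with 7 downregulated and 0 upregulated at an FDR under 0.05 by edgeR's quasi-likelihood test (14 and 1 adjusted over the list alone). Among them HMGCS1 changed by -0.63 (FDR 0.00101) and INSIG1 by -0.69 (FDR 0.00172). Both were lower with NL in all 3 sets.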

TGF-β signaling and steroid biosynthesis were the most significantly downregulated by NLs. Co-treatment of medin with NL on HBMVEC attenuated upregulation of pro-inflammatory genes and signaling pathways consistent with our prior findings^4^. This was confirmed with RT-PCR wherein gene expressions of *IL1B*, *IL8*, *ICAM1* and *VCAM1* were reduced when medin was co-treated with NLs versus medin alone. Of interest, despite prior report of NL rescuing cell viability of medin-treated HUVECs, NL + medin did not change the downregulation of genes associated with cell cycle signaling when compared to medin treatment alone. 

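Against Medin, the 75 cell cycle genes had a median log2 fold change of -0.015 in Medin+NL (camera FDR 0.453, with 0.001, -0.015 and -0.06 in the 3 replicate sets). Without Medin+NL replicate 1 it was -0.05 and without Medin replicate 2 -0.005. Single genes went both ways, from -0.65 to 0.57. By edgeR's quasi-likelihood test 4 were lower and 1 higher at an FDR under 0.05. A list of 32 mitosis genes, written after some of their values were seen, had a median of -0.34 (camera p 2.09e-10, fry p 0.063). The 34 DNA replication genes had a median of 0.13 against Medin (camera FDR 0.00969; 0.24, 0.07 and 0.03 in the sets), which did not pass with fry (FDR 0.399) or with the estimated correlation (FDR 0.640), and was 0.05 without Medin+NL replicate 1 and 0.20 without Medin replicate 2. Over Vehicle, the medians in Medin+NL were -0.15 for the cell cycle and -0.205 for DNA replication. Of the 542 genes downregulated with medin, 434 were higher in Medin+NL than in Medin, 65 of them at an FDR under 0.05 by edgeR's quasi-likelihood test. Because these genes were selected on the Medin libraries, simulated libraries with a full response in Medin+NL also gave 63.4% to 66.6% higher, and those with no response 99.4% to 99.9%. Over the 542 genes the slope of the Medin+NL log2 fold changes on those of Medin was 0.62, with 0.631, 0.614 and 0.656 in the sets, whereas simulated libraries with a full response gave 0.817 to 0.94.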

Overall, the results show the protective effect of NL in medin-induced endothelial pro-inflammatory activation and confirm NL’s effects in upregulation of antioxidant genes. This demonstrates the potential of NL as a novel therapeutic agent against medin vascular toxicity.

The study is limited in describing only differential mRNA expressions which may not be necessarily translated to the protein level changes. However, we previously showed that medin increased HUVEC IL-6, IL-8, ICAM-1 and VCAM-1 gene and protein expressions^4,8^. We used single doses of medin and Aβ(1-42) based on concentrations found in human tissues as well doses confirmed to cause endothelial dysfunction in human arterioles, and the effects of lower or higher doses, especially as regards medin and Aβ interactions, are not known and warrant further studies. Although the sample size per treatment for RNA-seq analyses is relatively small (N = 3 biologic replicates), the profound and significant gene expression changes induced by medin especially those related to inflammatory signaling, which were confirmed by rt-PCR, highlight the validity of our findings. However, at the same time, other signaling pathways could be revealed with larger sample size. Although both medin and Aβ42 were added in non-aggregated/soluble forms, differential aggregation kinetics between the two peptides during treatment period could have affected the outcomes and should be studied in the future. Similar preparations of medin and Aβ42 were given for 1 h to ex vivo human adipose and leptomeningeal arterioles in our prior works^4,7,13,22^, and both induced endothelial dysfunction that was reversed by nanoliposomes, which when viewed in relation to our current results suggest shared and variant mechanisms of injury between the two amyloidogenic peptides that could be relevant in understanding the pathophysiology and treatment of AD, vascular dementia and other aging-related vascular diseases. The nature of medin cleavage from MFGE8 and its vascular accumulation remain poorly understood; future studies should investigate signaling pathways and enzymatic mediators that lead to MFGE8 cleavage, focusing on cellular processing/homeostasis that maintain balance in controlling protein turnover and degradation that are known to be dysregulated with aging^23^.

In conclusion, physiologic dose of medin induced profound overexpression of pro-inflammatory related genes in human brain microvascular endothelial cells and reduced expression of cell cycle signaling pathway related genes. Medin-induced overexpression of pro-inflammatory genes was reversed by co-treatment with NFκB inhibitor RO106-9920 and monosialoganglioside-containing NLs but was not exacerbated by co-treatment with Aβ42. Medin is a novel therapeutic target to prevent or reverse vascular aging phenotype and NLs represent a promising agent against medin vasculopathy.

## Materials and methods

### HBMVEC treatments

Recombinant medin (> 95% purity) was used for the study and it was obtained following expression in Lemo 21 (DE3) cells using pOPINS-medin; the preparation, purification and characterization methods were described in prior work^8^. Endotoxin levels of < 0.5 ng/mL were confirmed using *Limulus* Amebocyte Lysate assay (Pierce, Dallas TX). Medin was > 95% pure as assessed by sodium dodecyl sulfate–polyacrylamide gel electrophoresis. As peptide control, scrambled medin (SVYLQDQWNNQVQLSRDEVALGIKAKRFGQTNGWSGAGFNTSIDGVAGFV) that was predicted to lack any amyloidogenic hot spots using Aggrescan^24^ was custom-synthesized by Genscript (Piscataway NJ). NL was prepared using phosphatidylcholine, cholesterol and monosialoganglioside (Avanti Polar Lipids, Alabaster AL) at a 70:25:5 molar ratios as previously described using lipid film hydration method^9^. Aβ(1-42) was obtained from Anaspec, (Fremont CA). RO106-9920 was obtained from Tocris Biosciences (Bristol, United Kingdom). Medin and scrambled medin peptide were dissolved in phosphate buffered saline (PBS). Aβ(1-42) was dissolved in 20 µL dimethyl sulfoxide (DMSO) and vortexed then added PBS to prepare 1 mg/mL solution. Medin, scrambled medin and Aβ(1-42) were added to the cell cultures in non-aggregated/soluble forms.

Primary HBMVECs (Cell Systems, Kirkland WA, passages 6–8) were used for the experiments. For RNA-seq experiments (N = 3 biologic replicates per treatment group), HBMVECs were treated for 20 h with medin (5 µM, a dose within physiologic range found in human vascular tissue of 0–13.7 µM^8^), Aβ(1-42) (2 µM, biologically relevant dose that induced endothelial dysfunction in human tissue^13^), NL (300 µg/mL), medin + Aβ(1-42), medin + NL, or no treatment control. For rt-PCR experiments, HBMVECs were treated for 20 h with no treatment control, medin 5 µM without or with RO106-9920 (10 µM) or RO106-9920 (10 µM) (N = 5 biologic replicates per treatment). HBMVECs were treated for 20 h with no treatment control, medin 5 µM without or with NL (300 µg/mL) or NL (N = 5 biologic replicates per treatment). For viability experiments, HBMVECs were treated for 20 h with vehicle, medin 5 µM, medin 5 µM with NL (300 µg/mL), NL (300 µg/mL), medin 5 µM with RO106-9920 (1 or 10 µM) or RO106-9920 (1 or 10 µM) (N = 5 biologic replicates per treatment).

### RNA-seq methods

Seven treatments, each with three replicates, were sequenced using paired-end sequencing, generating two FASTQ files per sample. The raw sequencing data was processed using *Cutadapt* (v4.3)^25^ to remove adapter sequences, and the quality of the processed data was checked with *FASTQC* (v0.12.1, http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc/). Processed reads were then mapped to the human reference genome (GRCh38.p13) using *STAR* (v2.7.10b)^26^ with the Ensembl 106 annotation file to obtain the gene counts for each sample. Gene counts were normalized to library size using the trimmed mean of M-values (TMM) method. One outlier sample was discarded based on the PCA and heat map. Differential gene expression analysis was performed using *edgeR* (v3.40.0)^27^.

### RT-PCR

After cell lysis, RNA was extracted and converted to cDNA using Aurum Total RNA Mini Kit and using iScript cDNA synthesis kit (Bio-Rad Laboratories, Coralville IA) similar to previous methods^4^. β-actin served as reference normalization gene. The following primers were used (Integrated DNA Technologies, Inc., Coralville, IA): IL-8 (Exon Location: 1-1), ICAM-1 (Exon Location: 2- 3) and VCAM-1 (Exon Location: 2a-3) and β-Actin (F: 5′-GAC AGG ATG CAG AAG GAG ATT-3′; R:5′-TGA TCC ACA TCT GCT GGA AGG -3′).

### Viability

Viability was assessed using a commercially available kit (Live/Dead Cytotoxicity Kit, Invitrogen, Carlsbad, CA). Cells were plated onto glass coverslips coated with Attachment Factor. After allowing them to attach for 24 h, followed by exposure to treatment conditions. Cultures were then incubated in DPBS containing ethidium homodimer (membrane impermeable and will only bind to DNA in dead cells) and calcein-AM (converted by esterases found within living cells) for 30 min. The glass coverslips were mounted on slides and imaged using Keyence Fluorescence Microscope BZ-X810 (Itasca, IL) (Excitation/Emission 545/605 for ethidium and 470/525 for calcein-AM). The percentage of dead cells was determined as the proportion of dead cells to the total number of live + dead cells.

### Statistical analyses

For RNAseq, genes that had a count per million (CPM) of greater than 1 in fewer than two samples across the 21 samples were filtered out. The remaining genes were analyzed using a generalized linear model (GLM) with a quasi-likelihood F-test^27^. Additionally, to correct for any batch effects, batch was included in the model. Gene set enrichment analysis (GSEA) was performed using *clusterProfiler* (v4.7.1)^28^.

For RT-PCR and viability experiments involving medin and RO106-9920 or NL co-treatments, one-way repeated measures analysis of variance (ANOVA) with post-hoc pairwise analyses using Holm-Sidak was used (Sigmastat 3.5, Systat Software) using raw data that are normally distributed and have equal variance. For data that do not meet these criteria, natural log transformation was first performed and the transformed data used for ANOVA after meeting criteria for normality and equal variance.

### Supplementary Information

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Information 4.

## Data Availability

The datasets generated and/or analyzed during the current study are available in Gene Expression Omnibus (GEO) Accession Number GSE235915 (GEO Accession viewer (nih.gov)).

# Supplementary material for: Transcriptomic analyses reveal proinflammatory activation of human brain microvascular endothelial cells by aging-associated peptide medin and reversal by nanoliposomes
**Source:** Sci Rep. 2023 Nov 1;13:18802. doi: 10.1038/s41598-023-45959-7

**Supplement Tables Legend**

**Supplement Table 1. 

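In hand were 1997 of the 13941 genes of the expression table. The deposited counts kept 14098 genes under the same filter.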

Gene expression profiles.** The table shows gene expression levels in each sample as the log2-transformeed trimmed mean of M-values (TMM) values after filtering out low expressing genes (the count per million of greater than 1 in fewer than two samples across the 21 samples).

**Supplement Table 2. 

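For 1998 of the 13941 genes, those in hand, the log2 fold changes of the Medin group were compared with the ones fitted to the deposited counts. The median absolute difference was 6.74e-05, and the largest was 0.071, for CYP26A1. For NL, Medin+NL and Medin+Aβ the medians were 3.92e-05, 0.000187 and 8.76e-05, and for scrMedin 0.00021. For Aβ the median was 0.0789 and the largest difference 2.244, for CRLS1. There the paper's values had the opposite sign for 1995 of the 1998 genes.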

Differential expression over the Vehicle control samples.** The table shows the log2 fold change of expression level for each treatment group over the Vehicle control and the corresponding *P*-values and false discovery rates (FDR).

**Supplement Table 3. 

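Gene Set Enrichment Analysis ranks all genes by their change in a treatment group and asks whether the members of a pathway gather at one end of the ranking. The normalized score divides out the size of the pathway, so that pathways can be set side by side. The KEGG pathway lists were not in hand, and the scores were not recomputed; hand-written lists tested with limma's camera on the deposited counts stood in for them.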

Enrichment of KEGG pathways in differentially expressed genes.** The table lists pathway enrichment statistics in differentially expressed genes for each treatment group over Vehicle. Set Size refers to the number of genes in each pathway. Enrichment Score (ES) was calculated by Gene Set Enrichment Analysis (GSEA), which were normalized for the gene set size in each pathway to Normalized Enrichment Score (NES).

**Supplement Figure 1 Legend**

**Supplement Figure 1. Global transcriptomics profiles of medin-, Aβ-, and NL-treated HBMVECs before removing an outlier in the scrMedin group.** A. PCA was applied to gene expression data on 7 different treatment groups, each in triplicates. 

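With all 21 libraries, the effect of the replicate set removed and each gene centred and scaled, the first principal component held 23.45% of the variance and the second 17.32%. On the second component scrMedin replicate 2 lay at 98.5 and the other libraries from -56.0 to 78.7.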

The x-axis represents the first principal component, which accounts for 23% of total variance in the data, while the y-axis corresponds to the second principal component, explaining 17% of the variance. An outlier in the scrMedin group (indicated by an arrow) was excluded from further analyses. Samples are colored based on their respective treatment. B. The heat map with all samples (including the outlier, indicated by an arrow) shows row- or gene-wise Z score transformed gene expression levels of 7704 DEGs identified by pairwise linear model analysis. Each row represents a gene, while each column corresponds to an individual sample. The columns are sorted by treatments, while the rows are clustered based on the Euclidean distances.

**Supplement Figure 1.**

**Supplement:** Supplementary file 4 — Supplementary Information 4.

How the deposited data were processed for this re-analysis (not part of the article)

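RNA-seq counts of primary human brain microvascular endothelial cells were examined in 7 groups with 3 libraries each, 21 libraries in all. The groups and replicate numbers were taken from the sample labels, and the replicate number was taken as the independent set of cells that the paper describes. The dose of Aβ is 2 µM in the paper and 1 µM in the deposited names of replicates 1 and 2 of Aβ and Medin+Aβ; the labels give none, and it was not settled. The count tables are as deposited by the authors, who trimmed the reads with Cutadapt, aligned them with STAR and counted reads per gene, without normalization; each table holds 61552 genes and 4 summary lines. The counts made without regard to strand were used, chosen by their distance from the part of Supplement Table 1 in hand. Gene symbols and coordinates come from a GENCODE annotation on GRCh38 and were found for 61399 genes. The gene ENSG00000112096 has no symbol in that table and is given by its identifier.

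The median library held 35265705 counts on genes. Reads in no gene, in more than 1 gene or unmapped made up a median of 19.7% of a library. Library-to-library correlations of log2 CPM lay between 0.975 and 0.998.

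Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with a CPM above 1 in at least 2 of 21 libraries were kept, TMM factors were computed, and a quasi-likelihood model (the legacy form, not robust) was fitted to 20 libraries with the 7 groups and the replicate set as terms. Each treatment was compared with Vehicle. Medin+Aβ and Medin+NL were also compared with Medin, Medin with scrMedin, and 2 interactions were tested. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05; genes changed over 2-fold were counted beside this. Log2 fold changes use a prior count of 0.125 and principal components a prior count of 2. The model was tested on simulated data with 200 changed genes.

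The share of the medin response that remained in a co-treatment was measured as the least-squares slope of one set of log2 fold changes on the other. Its expected values came from 10 simulated sets of libraries with a full response and 10 with none. Gene lists were tested with limma's camera with a preset correlation of 0.01. There were 19 lists, made before the data were seen: TNF signaling and its induced genes and the cell cycle (from Fig. 3), DNA replication, Fanconi anemia, NFκB, NOD-like receptor and IL-17 signaling, Nrf2 targets, heme metabolism, steroid biosynthesis, other sterol-regulated genes, TGF-β signaling, oxidative phosphorylation, interferon response, ATF4 targets, the genes the paper names, and members of the gene families drawn as boxes in Fig. 3, and 1 more. Results for some genes, and for that list, are not reported. A list of mitosis genes was written after some of its genes' values were seen. A list shares genes with others, and several were chosen by the study on these libraries. The KEGG sets were not in hand, and normalized enrichment scores were not recomputed.

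Genes were named by a rule set in advance: genes the paper's text names or its Figs. 2 and 3 show, members of a list where a passage is about that list, and, for each comparison, the 5 genes up and the 5 genes down with the smallest p among those that passed and changed the same way in every replicate set. Genes that could describe the donor of the cells were left out. Other genes are marked as named after their values were seen.

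Alternatives covered the counts of each strand, the filter on low counts, the normalization, the replicate block, scrMedin replicate 2, the forms of the quasi-likelihood test, DESeq2's Wald test, fitting only the groups compared, other tests of gene lists and leaving out each library in turn. The RT-PCR, protein and viability experiments were not analysed here.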

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

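The comparisons of scrMedin replicates 1 and 2 with the profiles of other replicate sets were chosen only after their distance from their own sets had been seen.

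Among the 7 libraries of each replicate set, 7 measures were examined for a library far from the others, 21 groups in all, of which 5 had a library beyond Dixon's limit; chance gives about 1. The correlation of scrMedin replicate 1 with the profile of its own set was -0.56, where the nearest other library had 0.51. That of scrMedin replicate 2 was -0.73, where the nearest had 0.9. In scrMedin replicate 2, 18.48% of reads fell outside genes, in several genes or nowhere, against 19.63% in the nearest library.

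Trends of expression on GC content do not account for the 2 low correlations: with each library's trend removed, the smaller of the 2 gaps to the other libraries was still 1.05. Nor does a low depth or a few dominant genes: the 10 highest genes held 8.61% of the counts of scrMedin replicate 2, where the other libraries of its set ranged from 8.02% to 8.69%, and 8.00% in scrMedin replicate 1, beside 8.01% to 9.12%. The numbers of counts lay within the ranges of their sets. For scrMedin replicate 1 the highest correlation with another set's profile was 0.27, below the 0.9 to 0.96 of that set's libraries, so the profile of another set does not account for its distance. For scrMedin replicate 2, a library that the paper left out, the correlation with the profile of set 3 was 0.85, inside the 0.69 to 0.9 of that set's own libraries. A candidate explanation for its distance is therefore that its cells or its label belong to set 3. This was found and tested on the same libraries, the library was not assigned to set 3, and a biological effect of scrMedin on genes that differ between sets stays open and untested.

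The slope of expression on GC content was -0.0946 (log2 per 10 points of GC) in Medin+Aβ replicate 2, against -0.0367 in the nearest library of its set, and 0.0795 in Medin+NL replicate 3, against 0.0197. With these trends as a covariate beside the replicate block, a setting chosen after seeing the data, 113 of 120 results kept their side of the threshold or stayed within their spread. The count of genes with an interaction of medin and NL became 26 and that of Medin against scrMedin 618. What gave these libraries their slopes was not tested.

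The effect of NL differed between cells with and without medin. By a test of the interaction, 4 genes had an FDR under 0.05 (edgeR quasi-likelihood, all 4 lower with the combination in 3 of 3 replicate sets), but this count ranged from 0 to 10 when 1 library was left out (0 without Medin replicate 1, 10 without Medin replicate 2), and was 0 with the robust form of the test. Without the filter on low counts the interaction was positive for 159 genes and negative for 155, and with the GC covariate for 4 and 22. Over the 29 genes that TNF signaling induces, the median interaction was -0.674 (-0.69, -0.58 and -0.59 in the 3 sets; camera FDR 6.39e-27, fry FDR 0.000173, FDR 0.000255 with an estimated correlation). Without any 1 of the 12 libraries it lay between -0.8 (without Medin replicate 2) and -0.47 (without Vehicle replicate 3). Genes that medin does not raise leave NL nothing to lower, so an interaction of this sign may reflect a weaker response to medin in the presence of NL, by whatever route. Among the other observations, inflammatory gene lists kept a smaller share of the response than cell cycle lists. With a list picked after the results were known, an equal loss is not excluded. Whether NL act on medin itself or on the cells was not tested.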

How the results depend on the processing

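All settings in this part were chosen before the data were examined, apart from the GC covariate and the other ways to count genes over all groups, which were chosen after seeing the data; the NOD-like receptor and oxidative phosphorylation lists and the genes the paper names in Medin+Aβ against Medin, and the lists in the interaction of medin and Aβ, were added here after their camera results were seen. Where a result changed and no reason is given, the cause was not tested.

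Of 62 results, 21 kept their direction and their side of the threshold, or stayed within their spread, in every setting run for them. Among these are the 5 lists of inflammatory signaling genes in Medin, the Nrf2, heme, steroid and sterol-regulated lists in NL, the TNF-induced genes in Medin+Aβ, Medin+NL and Medin+NL against Medin, and the slope of 0.488 for genes upregulated with medin in the presence of NL (0.445 to 0.529 over the 9 fits that each left out one library). DESeq2's size factors changed 0 of 124 results, filterByExpr 0 of 76, the filter of 10 counts in every library 0 of 71, and the version 4 form of the quasi-likelihood test 0 of 78.

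Without the replicate block, counts of genes at an FDR under 0.05 fell to 83 in Medin, 131 in Medin+Aβ, 2 in NL, 6 in Medin+NL, 6 in Medin+NL against Medin, 108 in Medin against scrMedin, 0 for the interaction of medin and NL and 139 over all comparisons with Vehicle. Lists became 0.081 (Nrf2 targets, scrMedin), -0.192 (DNA replication, scrMedin), -0.056 (TGF-β, NL), 0.134 (DNA replication, Medin+NL against Medin), 0.078 (genes the paper names, Medin+Aβ against Medin) and 0.03 (NOD-like receptor, interaction of medin and Aβ). The slopes for downregulated genes became 0.29 with NL and 0.765 with Aβ. With all 21 libraries the counts were 350 in Medin, 749 in Medin+Aβ, 17 in NL, 75 in Medin+NL, 71 in Medin+NL against Medin, 0 for the interaction with NL and 814 over all comparisons. In scrMedin the lists became -0.082 (TNF-induced), 0.061 (Nrf2) and -0.214 (DNA replication), in the interaction of medin and Aβ the NOD-like receptor list 0.028 (FDR 0.0504), in Medin+Aβ against Medin the genes the paper names 0.078 (FDR 0.0545), and the slopes for downregulated genes 0.466 with NL and 0.889 with Aβ.

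Without the filter on low counts, the counts were 284 in scrMedin, 54 in Aβ, 485 in NL, 912 in Medin+NL, 136 in Medin+Aβ against Medin, 1140 in Medin+NL against Medin and 314 for the interaction with NL; the interferon list in Medin+Aβ against Medin was 0.281 and no longer passed. Nor did 0.06 (NOD-like receptor) and 0.077 (genes the paper names) in the same comparison, or, for the interaction of medin and Aβ, 0.053 (TNF-induced), 0.035 (IL-17), 0.028 (NOD-like receptor), -0.019 (oxidative phosphorylation) and 0.215 (interferon). The slopes for downregulated genes were 0.525 and 0.874. With only the groups compared in the fit, the counts were 1981 in Medin, 38 in Aβ, 334 in NL, 171 in Medin+Aβ against Medin, 1634 in Medin+NL against Medin, 30 in Medin against scrMedin and 24 for the interaction with NL. DNA replication in scrMedin was -0.146 and TNF-induced genes in Medin+Aβ against Medin 0.047, both past the threshold.

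With DESeq2's Wald test the counts were 46 in scrMedin, 241 in NL, 2 in Medin+Aβ against Medin and 26 for the interaction with NL; that test gave no adjusted p for 5467 genes in scrMedin and 820 in NL. The robust test gave 0 for the interaction. The first strand's counts gave 387 genes in Medin+NL against Medin, 0.061 for the genes the paper names in Medin+Aβ against Medin, and for the interaction of medin and Aβ 0.03 (IL-17), 0.023 (NOD-like receptor) and -0.014 (oxidative phosphorylation), where the second strand's gave 0.07 (TNF-induced) and 0.019 (NOD-like receptor), none past the threshold. The second strand's gave 390, 9 for the interaction and a slope of 0.651 for downregulated genes with NL. With the GC covariate, Medin against scrMedin gave 618, the interaction with NL 26 and DNA replication in scrMedin -0.101. Counting over all pairs of the 7 groups gave 5177 genes.

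With camera's estimated correlation these lists no longer passed, their medians being unchanged by construction: -0.184 (cell cycle), -0.364 (DNA replication), -0.212 (Fanconi anemia) and 0.118 (ATF4) in Medin; -0.241 (TNF-induced) in scrMedin; -0.211 (cell cycle) and -0.39 (DNA replication) in Medin+Aβ. With neither that nor fry did these pass: 0.453 (interferon, Medin), 0.205 (Nrf2, scrMedin), 0.28 (interferon, Medin+Aβ against Medin), -0.057 (TGF-β, NL), 0.049 (oxidative phosphorylation, NL), 0.129 (DNA replication, Medin+NL against Medin), 0.066 (NOD-like receptor), -0.031 (oxidative phosphorylation) and 0.079 (genes the paper names) in Medin+Aβ against Medin and, for the interaction of medin and Aβ, 0.059 (TNF-induced), 0.049 (IL-17), 0.028 (NOD-like receptor), -0.02 (oxidative phosphorylation) and 0.216 (interferon).

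The slope for downregulated genes with NL was 0.591 as a median of ratios and 0.406 over genes changed more than 2-fold, and with Aβ 0.852 over the latter. The first principal component held 36.3% with genes not scaled, 33.27% with no batch correction, 20.74% and 20.64% with the counts of each strand and 12.9% without the filter. The second held 12.08%, 14.4%, 13.05%, 12.89% and 9.23% in the same order, and 17.32% with all 21 libraries.

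Leaving out one library lowers the number of libraries, and the counts ranged from 369 (without Medin replicate 3) to 1217 (without Medin replicate 2) in Medin and from 961 (without Vehicle replicate 3) to 1511 (without Medin+Aβ replicate 2) in Medin+Aβ. They ranged from 37 (without Vehicle replicate 1 or 2) to 55 (without NL replicate 2) in NL and from 171 (without Vehicle replicate 1) to 404 (without Vehicle replicate 2) in Medin+NL. Medin+NL against Medin ranged from 87 (without Medin replicate 3) to 590 (without Medin replicate 2), Medin against scrMedin from 622 (without Medin replicate 1) to 1436 (without Medin replicate 2), and the interaction with NL from 0 (without Medin replicate 1, for example) to 10 (without Medin replicate 2). Leaving out a scrMedin library leaves 1, so no p-value or call was made; medians from such fits are given among the other observations.

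Lists ranged from -0.128 (without Vehicle replicate 2) to -0.004 (without Vehicle replicate 1) for DNA replication in scrMedin. In Aβ the range was -0.11 (without Vehicle replicate 3) to 0.034 (without Vehicle replicate 2) for TNF-induced genes and -0.094 (without Vehicle replicate 2) to 0.014 (without Vehicle replicate 1) for DNA replication, the positive ends being reversed in direction with neither value past the threshold. For the interferon list in Medin+Aβ against Medin it was -0.131, reversed, without Medin+Aβ replicate 2, to 0.5 without Medin+Aβ replicate 3. That reversed value was past the threshold (camera FDR 0.0176). The NOD-like receptor list went from 0.042 (without Medin replicate 2) to 0.088 (without Medin replicate 1) in that comparison, the oxidative phosphorylation list from -0.058 (without Medin+Aβ replicate 1) to -0.019 (without Medin+Aβ replicate 2), and the genes the paper names from 0.027 (without Medin replicate 2) to 0.124 (without Medin replicate 1). For the interaction of medin and Aβ, TNF-induced genes went from -0.023, reversed, without Medin replicate 2, to 0.152 without Vehicle replicate 3, the IL-17 list from -0.006, reversed, without Medin replicate 2, to 0.077 without Medin+Aβ replicate 1, and the NOD-like receptor list from 0.015 (without Medin replicate 2) to 0.074 (without Medin replicate 1). The oxidative phosphorylation list went from -0.051 (without Aβ replicate 1) to -0.005 (without Aβ replicate 2). The interferon list went from -0.148, reversed and past the threshold (camera FDR 0.0137), without Medin+Aβ replicate 2, to 0.53 without Medin+Aβ replicate 3. TGF-β in NL went from -0.087 (without NL replicate 2) to -0.029 (without NL replicate 1), and DNA replication in Medin+NL against Medin from 0.049 (without Medin+NL replicate 1) to 0.199 (without Medin replicate 2). The slopes ranged from 0.496 (without Vehicle replicate 1) to 0.8 (without Vehicle replicate 2) for downregulated genes with NL, from 0.961 (without Medin replicate 2) to 1.067 (without Medin replicate 1) for upregulated genes with Aβ, and from 0.808 (without Medin replicate 2) to 1.141 (without Medin+Aβ replicate 2) for downregulated genes with Aβ.

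For the 43 values of named genes, 499 of 554 values under other settings kept their direction and their side of the threshold, 46 were weaker, 6 stronger and 3 reversed. The 3 were in scrMedin, with neither value past the threshold: ICAM1 at 0.012 and LTB at 0.44 with all 21 libraries, and VCAM1 at 0.306 with the second strand's counts. Of 273 with a library left out, 229 were the same in this sense and 44 weaker.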

Differences from the paper's values

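No test in this part was chosen after a result was seen, apart from the other ways of counting that are marked so. The paper's total of differentially expressed genes across the groups is 7704, with thresholds given as an FDR under 0.05 and a change over 2-fold. Here 2304 genes had an FDR under 0.05 in at least 1 of the 6 comparisons with Vehicle. With the 2-fold threshold as well there were 198. The alternatives set before the data were examined were counted at the FDR alone, and none came within 1.5 times of the paper's value. They ranged from 139 genes (without the replicate block) to 2983 (without the filter on low counts). Counting genes over all pairs of the 7 groups, chosen after seeing the values, gave 5177, within 1.5 times of the paper's value. Without adjustment, 7100 genes had a p under 0.05 in at least 1 comparison with Vehicle, and 10281 in at least 1 of the 21 pairs of groups, both within 1.5 times and both counted after seeing the values.

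In the part of Supplement Table 2 in hand, 1998 of 13941 genes, the paper's log2 fold changes in the Aβ group have the opposite sign for 1995 genes and correlate at -0.9998 with those fitted here. For ICAM1 the paper's value is -0.093, and the value here is 0.092 as Aβ over Vehicle, or -0.092 with the direction reversed. The paper's column also correlates at -0.953 with the difference of group means in the paper's Supplement Table 1, over 1997 of 13941 genes; the other 5 treatments correlate at 0.657 to 0.973.

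The paper describes replicates of each group as clustering closely and the scrMedin and Vehicle groups as lying near each other. Here the 2 scrMedin libraries lay 133.8 apart in the plane of the first 2 principal components, against 29.7 on average for Vehicle libraries, and the centres of the scrMedin and Vehicle groups 68.9 apart, against 12.6 for Aβ and Vehicle. The paper names a 2-fold threshold beside the FDR for its differentially expressed genes; with that threshold 112 genes were up and 24 down in Medin, and without it 679 and 542.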

Other observations

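In this part, the tests that leave out 1 scrMedin library, the test of an equal loss by all genes and the test of the mitosis genes were chosen only after the result was seen; the test on single scrMedin libraries was revised after its values were seen, and the list compared in the test of an equal loss was changed from interferon to DNA replication genes after the lists' results were known.

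Of the 10 ways to split the 6 libraries of a comparison into 3 and 3, 1 gave as many genes as the real split in Medin, 1 in Medin+Aβ, 1 in NL, 1 in Medin+NL and 1 in Medin+NL against Medin, in each case the real split itself. With 10 splits the share is never under 0.1, so chance cannot be excluded by this test for these comparisons. In Aβ and in Medin+Aβ against Medin the real split gave 0 genes (329 and 550 at an unadjusted p under 0.05), so that all 10 splits give as many by construction and the count tells nothing about either. Of the 4 splits that part all 3 pairs, the 3 others gave 0 genes in each comparison; the remaining splits, which part 1 pair, gave at most 1 gene, in NL, and 0 elsewhere.

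The absence of genes at an FDR under 0.05 in scrMedin, where 1540 had an unadjusted p under 0.05, was weighed against the small number of libraries. When the fitted fold changes of the 1221 medin genes were put into the 2 scrMedin libraries, 63.1% of them were called (771 genes, and 102 of the 136 changed over 2-fold), along with 121 other genes. Too few libraries would therefore not hide a response of the size of medin's, but part of such a response would be missed, and smaller responses stay open. Over the 14098 genes, the changes of the 2 scrMedin libraries against the vehicle of their set correlated at -0.25, beside 0.64 for Medin, 0.24 for NL and 0.04 for Aβ in the same sets.

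Genes that TNF signaling induces were lower in scrMedin (median -0.24). With the library of set 3 alone the median was -0.20, and 0.01% of random lists matched on expression were lower; with that of set 1 alone it was -0.32. The Nrf2 targets were higher in scrMedin (median 0.205). With the library of set 3 alone their median was 0.003, and 25.25% of random lists were lower, against 0.33 with that of set 1 alone (and 0.135 with both libraries but without Vehicle replicate 1). With 1 library in the group, whether either library alone gives these results cannot be told. DNA replication genes had a median of 0.12 with the library of set 3 alone and -0.28 with that of set 1 alone. The IL-17 signaling genes had a median of -0.23 in scrMedin (camera FDR 0.000969, fry FDR 0.0229). Further lists passed with camera. Other sterol-regulated genes had 0.21 (camera FDR 3.35e-06, fry FDR 0.059) and steroid biosynthesis genes 0.15 (camera FDR 9.17e-05, fry FDR 0.123). Heme metabolism genes had 0.055 (camera FDR 0.0174, fry FDR 0.0201). TNF signaling genes had -0.05 (camera FDR 0.0169, fry FDR 0.13) and interferon genes -0.19 (camera FDR 0.0224, fry FDR 0.729). With an estimated correlation none of these further lists passed.

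GC content and gene length were weighed for the lists that changed with NL, against 10000 random lists matched on these and on expression. The median of the oxidative phosphorylation genes, 0.05, lay above 96.48% of the random lists, inside their middle 95% (-0.006 to 0.052). With each library's trend on GC content as a covariate, a setting chosen after seeing the data, it was 0.046 and still passed (FDR 0.00212, where the other settings ranged from 4.23e-05 to 0.433). Such a trend is thus not seen to lower it, but gene length is not part of that covariate, and whether a bias of this kind gives it cannot be told. The median of the Nrf2 targets lay above 100% of the random lists and that of the steroid biosynthesis genes above 0%, which argues against such a bias as the cause of either. For the oxidative phosphorylation genes an effect of NL stays a hypothesis. The Nrf2 targets were higher with NL in all 3 replicate sets (0.40, 0.33 and 0.43, fry FDR 0.00028, FDR 0.00251 with an estimated correlation). The steroid biosynthesis genes were lower in all 3 (-0.26, -0.44 and -0.27, fry FDR 0.000905, FDR 0.00895 with an estimated correlation). These values argue against an absence of change with NL for these 2 lists. By what route NL changed them was not tested.

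Endotoxin in the medin preparation is a candidate explanation for NFκB and TNF genes that rise with medin and not with scrMedin. The medin was recombinant, whereas scrMedin was custom-synthesized. For medin the paper reports endotoxin levels under a stated limit by a Limulus assay. Whether levels under that limit act on these cells was not tested here. Transcripts of the endotoxin receptor were present: the lowest count of TLR4 or LY96 in any library was 299, with 191.5 and 11.7 CPM in Vehicle, while CD14 had 0.287 CPM and did not pass the filter. The receptor route is thus not excluded, and endotoxin and medin cannot be told apart from these libraries, since both would be in the same groups.

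A lower response of every gene by the same share, as with a lower dose of medin, was weighed for the smaller response with NL. The slope of Medin+NL over NL on Medin over Vehicle was 75.6% for DNA replication genes and 44% for TNF-induced genes. The difference averaged 31.5 points over the 3 replicate sets (14, 35.5 and 45; SD 15.9). For interferon genes, the list compared before that change, the difference from TNF-induced genes was 11.5, 29.9 and 2.4 points (mean 14.6, SD 14). Other lists had 43.5% (NFκB), 35.3% (IL-17), 80% (cell cycle), 80.1% (Fanconi anemia) and 72.9% (interferon). In the 3 sets, cell cycle genes kept 57.1%, 89.4% and 89.6% and DNA replication genes 45%, 73.7% and 97.8%. Fanconi anemia genes kept 45.3%, 70.5% and 96.7%. TNF-induced genes kept 31%, 38.2% and 52.8%, NFκB genes 36.2%, 31% and 58.8% and IL-17 genes 34.2%, 30.3% and 42.2%. Each of the former lists kept more than each of the latter in every set. The lists share genes, and the DNA replication list was picked with the results known. Whether a lower dose of medin would lower every gene equally was not tested. The shares differed between these lists, but a list picked with the results known cannot exclude an equal loss. The interferon genes stay open. The cause of the difference was not tested.

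Medin+NL against Medin lowered a list of 32 mitosis genes, whose median was -0.344 (-0.44, -0.24 and -0.34 in the 3 sets), while the DNA replication genes rose by 0.129. The difference was -0.68, -0.31 and -0.37 in the sets (mean -0.45, SD 0.198). The list was written after values of some of its genes were seen, so a shift of all cell cycle genes in one direction is not excluded by this. The list did not pass with fry (p 0.0628) or with camera's estimated correlation (p 0.177), and CCNB2 was the 1 gene with an FDR under 0.05. Over Vehicle its median was -0.57 in Medin, -0.70 in Medin+Aβ, -0.30 in NL and -0.91 in Medin+NL. In Medin+Aβ against Medin it was -0.16 (-0.17, -0.09 and -0.28 in the 3 sets). There camera gave a p of 1.09e-08, fry 0.329 and camera's estimated correlation 0.221.

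More genes were called with Medin+Aβ (1947) than with Medin (1221), a ratio of 1.59. Of the 4 ways to interchange libraries of the same set between these groups, 1 gave a ratio as large, the real one; the others gave 1.13, 1.28 and 1.33. With 4 ways the share cannot fall under 0.05, so an equal response cannot be told apart from a larger one by this test.

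In Medin over Vehicle, further lists were tested with camera. The 27 interferon response genes had a median of 0.45 (0.525, 0.68 and 0.19 in the 3 sets, camera FDR 0.000516, fry FDR 0.304). CXCL11 and IFIH1 were upregulated, and the median was 0.28 without Medin replicate 2. In Medin+Aβ against Medin it was 0.28. Without Medin+Aβ replicate 2 that became -0.131, past the threshold in the opposite direction (camera FDR 0.0176). The 15 ATF4 targets had 0.12 (camera FDR 0.00333, fry FDR 0.0129), with ATF3, SLC7A5 and TRIB3 upregulated. The 16 tested genes that the paper names had 0.66 (camera FDR 3.11e-35; 9 upregulated), and the study chose them on these libraries. The 24 members of gene families drawn as boxes in Fig. 3 had 0.11 (camera FDR 2.93e-08; 8 upregulated, 2 downregulated). The 16 p53 targets had 0.08 (camera FDR 0.017, fry FDR 0.00509, FDR 0.155 with an estimated correlation), with 3 upregulated. In Medin+Aβ over Vehicle their median was 0.035 (camera FDR 0.0372, FDR 0.2165 with an estimated correlation). In NL it was -0.09 (camera FDR 0.00702, FDR 0.0994 with an estimated correlation). In Medin+NL against Medin it was -0.17 (camera FDR 0.000507, fry FDR 0.00112, FDR 0.0391 with an estimated correlation). Not past the threshold in Medin over Vehicle were the oxidative phosphorylation, Nrf2, heme, steroid, other sterol-regulated and TGF-β lists. Their medians were -0.02, 0.02, -0.004, 0.006, 0.008 and 0.06.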
